# Dbf4 Zn-Finger Motif Is Specifically Required for Stimulation of Ctf19-Activated Origins in *Saccharomyces cerevisiae*

**DOI:** 10.3390/genes13122202

**Published:** 2022-11-24

**Authors:** Meghan V. Petrie, Haiyang Zhang, Emily M. Arnold, Yan Gan, Oscar M. Aparicio

**Keywords:** replication origins, Dbf4-dependent-kinase, chromosome domains, Fkh1, Ctf19

## Abstract

Eukaryotic genomes are replicated in spatiotemporal patterns that are stereotypical for individual genomes and developmental profiles. In the model system *Saccharomyces cerevisiae*, two primary mechanisms determine the preferential activation of replication origins during early S phase, thereby largely defining the consequent replication profiles of these cells. Both mechanisms are thought to act through specific recruitment of a rate-limiting initiation factor, Dbf4-dependent kinase (DDK), to a subset of licensed replication origins. Fkh1/2 is responsible for stimulation of most early-firing origins, except for centromere (CEN)-proximal origins that recruit DDK via the kinetochore protein Ctf19, which is required for their early firing. The C-terminus of Dbf4 has been implicated in its recruitment to origins via both the Fkh1/2 and Ctf19 mechanisms. Here, we show that the Zn-finger motif within the C-terminus is specifically required for Dbf4 recruitment to CENs to stimulate CEN-proximal/Ctf19-dependent origins, whereas stimulation of origins via the Fkh1/2 pathway remains largely intact. These findings re-open the question of exactly how Fkh1/2 and DDK act together to stimulate replication origin initiation.

## 1. Introduction

Entry into S phase and initiation of replication of eukaryotic chromosomes is regulated by multiple cell cycle kinases, including essential activators Cyclin-Dependent Kinase (CDK) and Dbf4-Dependent Kinase (DDK). These major regulators are characterized by a kinase subunit activated and targeted by a protein that exhibits cell cycle regulation of its expression and stability. Dbf4 is the cell cycle-regulated, activating subunit of the Cdc7 kinase that together comprise DDK, an essential DNA replication kinase (reviewed in [1] As such, DDK is a node of regulation linking checkpoint signaling and establishment of cohesion during the replication process [2]. DDK’s essential function in replication initiation is to phosphorylate N-terminal domains of Mcm4 and Mcm6 at licensed origins to relieve intrinsic repression of MCM complex helicase activity [3].

DDK is a rate-limiting activator of replication origins [4,5,6]. As a result of DDK and other initiation proteins being present in limiting quantities in relation to the number of licensed origins, only a subset of origins can initiate replication simultaneously at the beginning of S phase in response to DDK and CDK activities. Mechanisms that specifically target DDK to subsets of origins have been described, resulting in strongly preferential activities of these origins (reviewed in [7]. For example, Fkh1 and/or Fkh2 (Fkh1/2), are responsible for the preferential activation of most early-firing origins in the *S. cerevisiae* genome with the exception of CEN-proximal origins, which remain early firing in *fkh1∆ fkh2∆* cells [8]. CEN-proximal origins are instead dependent on Ctf19, a kinetochore protein, for their early efficient activities [2]. Through apparently independent mechanisms, Fkh1/2 or Ctf19 is thought to recruit Dbf4, and hence DDK, to the selected origins, resulting in their preferential early initiation [2,8,9,10]. Fkh1/2 binding sequences are intimately associated with Fkh1/2-activated origins [8,11,12,13], whereas the Ctf19-kinetochore complex appears to recruit Dbf4 to the kinetochore itself, resulting in stimulation of the nearest flanking origin(s), up to ~25 kb distant [2].

Despite the independent DDK-origin recruitment mechanisms, the C-terminal region of Dbf4 has been implicated as a shared feature, required for both [9]. The C-terminus of Dbf4 contains a Zn-finger motif (CCHH), which was characterized previously, and suggested to play a direct role in replication through interaction with Mcm2, and a role in replication stress response [14] A subsequent study strongly suggested that the C-terminal domain functions in replication of CEN-proximal origins, as simply appending one of several epitope-tags on the C-terminus is sufficient to specifically ablate early firing of CEN-proximal origins; this was further shown to phenocopy *ctf19∆* regarding CEN-proximal origin firing and physical interaction [2]. More recently, the C-terminus of Dbf4 was implicated in the Fkh1/2-dependent stimulation of origins, suggesting direct physical interaction between the C-terminal Zn-finger region and Fkh1 [9]. These findings prompted us to follow up and examine this proposed mechanism in greater depth.

In this work, we have carefully examined and compared the cellular growth and viability, the rate of genome duplication, and the specific effects on individual origins genome-wide in *DBF4* mutants lacking the 50-amino acid Zn-finger domain or bearing point mutations precisely targeting the Zn-finger motif. We compare these results with strains bearing mutations that eliminate one or both origin-stimulating pathways, Fkh1/2 or Ctf19. Our findings show that deletion of the entire C-terminal domain causes a severe defect in replication and viability. In contrast, mutation of the Zn finger motif has specific effects on targeting to CEN-proximal versus Fkh-activated origins. These results significantly revise the possible mechanisms involved in origins stimulation, particularly of Fkh-activated origins.

## 2. Materials and Methods

### 2.1. Plasmid and Yeast Strain Construction

Oligonucleotide primer sequences for plasmid and strain constructions are given in Table 1. Plasmid pMP35 was constructed for pop-in/pop-out of dbf4-Zn* mutant alleles to create precise, unmarked replacements of *DBF4*. Primers ∆N-dbf4_F and ∆N-dbf4_R were used to PCR-amplify an ∆N-dbf4 fragment with homology tails to pRS406 [15]. The fragment and pRS406 were digested with *KpnI-HF* and *SacI-HF* and ligated (enzymes from New England BioLabs). Zinc finger mutations were created in pMP35 with Quick-Change Lightning Multi Site-directed mutagenesis kit (Agilent) using primers dbf4-Zn-aaHH and dbf4-Zn-CCHc to create plasmids pMP36 and pMP38, respectively. Desired sequence changes were confirmed by DNA sequencing. Plasmid pHY62 was constructed with primers TB_FLAG-swap and swap-FLAG-Dbf4 replacing the 6xHA epitope in *KpnI-NaeI*-digested plasmid pT1892 (from T. Tanaka) with 3xFLAG epitope from plasmid p2L-3FLAG-TRP1 (from T. Tsukiyama) using the In-Fusion HD Cloning Kit (Clontech).

Strain constructions were carried out by genetic crosses or lithium acetate transformations with DNA from linearized plasmids or PCR products generated with hybrid oligonucleotide primers having homology to target loci [16,17,18]; Genomic alterations were confirmed by PCR analysis and/or DNA sequence analysis as appropriate. Yeast strain genotypes are given in Table 2. All strains are congenic with W303 background, and most are derived from BrdU-incorporating strains CVy63 and CVy70, which are derived from SSy161 and SSy162, respectively [19]. Primers dbf4∆C_F and dbf4∆C_R were used to create a construct truncating *DBF4* with selection (*dbf4∆C::HIS3MX6*) and introduced into diploid of CVy63 x CVy70. The diploid was sporulated and spores dissected and germinated at 23 °C; haploid spores were genotyped yielding strains JOSHy1 and JOSHy2. JOSHy1 was transformed with KANMX module to replace HIS3MX module to create HYy176. Deletions of *FKH1*, *FKH2*, and replacement of *FKH2* with *fkh2-dsm* have been described previously [20]; HYy143 and OAy1123 were similarly constructed. HYy215, HYy217 and HYy218 were obtained as segregants from a cross of HYy143 and JOSHy2. *CTF19* was deleted using primers CTF19∆_F and CTF19∆_R and plasmid p2L-3FLAG-TRP1(*Kluyveromyces lactis*) as template for the selectable marker in diploid of HYy143 x JOSHy2; sporulation and dissection yielded strains HYy207, HYy210 and HYy211. MPy74 and MPy76 were constructed by transformation of CVy63 with pMP36 and pMP38 digested with *EcoNI*. Following selection for *URA3* and confirmation of proper integration (pop-in), non-selective growth allowed for isolation of 5-FOA-resistant clones (pop-out); clones were sequenced to confirm replacement of *DBF4* by dbf4-Zn*1 or dbf4-Zn*2. MPy86 and MPy90 were derived from MPy74 and MPy76, respectively, through a cross with OAy1123. N-terminal 3xFLAG-tagging of *DBF4* to construct MPy125 was accomplished by transformation of MPy35 with *XhoI*-digested pHY62; construction was confirmed by PCR and immunoblotting. EAy1 and EAy2 are sister isolates from pop-in/pop-out of pMP36 into strain MPy125 to introduce dbf4-Zn*1; constructions were confirmed by sequencing.

### 2.2. Other Methods

Except as otherwise noted in Figure 1, cultures were grown at 23 °C and G1-synchronization was performed as described previously using 5 ng/mL α-factor for *bar1∆* strains, and hydroxyurea (Sigma) at 200mM [21]. DNA content analysis by flow cytometry (FACScan) has been described previously (Aparicio et al. 2004). Preparation of protein extracts, PAGE, and immunoblotting were performed essentially as described previously [22], with the following specifics: 10% gel, semi-dry transfer, blot was incubated with polyclonal anti-Dbf4 serum (from B. Stillman) (1:1000) overnight at 4 °C, and detected with anti-rabbit secondary (1:5000, Sigma GENA934). Quantitative BrdU-IP-seq (QBU) analysis was performed as described [21]. ChIP-seq was performed as described [23], using anti-FLAG M2 (Sigma F1804) at 1:200. QBU and ChIP-seq libraries were constructed using KAPA Hyper Prep Kit (KK8504). High-throughput DNA sequencing was performed by the USC Genome Core or Novogene. Sequencing data is available at GEO (GSE215190).

### 2.3. Computation and Statistics

All sequencing data were binned (50bp) and median-smoothed over a 1kb window. The list of origins is from OriDB “confirmed” set (n = 410) [24] The FKH-activated list is from [8], and the CEN-proximal origin list is from [20]. Matlab was used for generation of most data displays and analyses.

## 3. Results and Discussion

### 3.1. Dbf4∆C Is Defective in Essential Dbf4 Function(s) beyond Origin Targeting by Fkh1 and Ctf19

To investigate the function in DNA replication of Dbf4′s C-terminal Zn finger domain, with a focus on its targeting of origins, we examined previously described *DBF4* alleles either lacking the C-terminal 50-amino acids (*dbf4∆C*), or containing point mutations precisely targeting the Zn finger motif (*dbf4-AAHH* (Zn*1) and *dbf4-CCHC* (Zn*2)), which we will collectively refer to as dbf4-Zn* [9,14] (Figure 1A). During construction of the *dbf4∆C* strain, we observed that it was temperature sensitive at 30 °C (Figure 1B), which had been previously noted for a 45 amino acid deletion at 37 °C [14]. In contrast, the dbf4-Zn* strains are not temperature sensitive at 30 °C, though they exhibit some sensitivity to growth at 37 °C (Figure 1B, 1st panel). The overall poor growth plus temperature sensitivity of *dbf4∆C* cells suggests a substantial defect in Dbf4∆C’s essential function to stimulate individual replication origins. By comparison, elimination of the known Dbf4 origin-targeting pathways individually or in combination in *fkh1∆ fkh2-*dsm (equivalent to *fkh1∆ fkh2∆* for origin regulation but lacking additional pleiotropic defects [22]), *ctf19∆C*, and *fkh1∆ fkh2-dsm ctf19∆C* cells, respectively, does not phenocopy the temperature sensitivity (Figure 1B, 2nd panel). Moreover, we have recently discovered that *dbf4∆C fkh1∆* cells are inviable at the permissive temperature for *dbf4∆C* [20], reinforcing the idea that Dbf4∆C is defective in function(s) in addition to its recruitment via Fkh1, while also suggesting that recruitment to origins by Fkh1 ameliorates the defect(s) of Dbf4∆C. In contrast, deletion of *CTF19* is viable in combination with *dbf4∆C* and does not enhance the *dbf4∆C* phenotype at higher temperatures, suggesting Ctf19 is not supporting Dbf4∆C function (Figure 1B, 3rd panel). Additionally, in contrast to the lethality of *FKH1* deletion in *dbf4∆C* cells, *FKH1* deletion is viable in dbf4-Zn* cells, clearly indicating that Dbf4∆C lacks function(s) retained in the specific dbf4-Zn* alleles (Figure 1B, 4th panel). It is also notable that deletion of *FKH1* enhances the temperature sensitivity of dbf4-Zn* alleles at 37 °C, suggesting that *FKH1* function remains important in the dbf4-Zn* mutant cells.

### 3.2. Dbf4∆C Is Defective in Overall Rate of Genome Replication While dbf4-Zn* and ctf19∆ Are Not

To gain more insight into the anticipated replication defects, we examined bulk genome replication by flow cytometry in the *dbf4* mutant strains. Cells were synchronized in G1 phase and released into S phase. In *WT* cells, DNA content mostly doubled between 30 and 60 min (Figure 2, left panel), though it is not possible to precisely define beginning and endpoints of replication by this type of analysis. The dbf4-Zn* mutants showed similar timing of progression through and completion of S phase (Figure 2, left panel). However, *dbf4∆C* cells exhibited substantial delay in progressing through and completing S phase (Figure 2, left panel), consistent with a more severe defect than the Zn* mutants. Cells lacking Ctf19 (*ctf19∆*) exhibited no defect in S phase progression, whereas cells lacking both *FKH1* and *FKH2* origin stimulation function (*fkh1∆ fkh2-dsm*) exhibited a modest delay in S phase completion (Figure 2, center panel), perhaps of slightly greater magnitude than previously reported [8]. This is not surprising given the large numbers of origins dependent on Fkh1/2 for full activity [8]. Additional elimination of the Ctf19-dependent targeting pathway (*ctf19∆ fkh1∆ fkh2-dsm*), however, did not appear to enhance the replication delay of *fkh1∆ fkh2-dsm* cells (Figure 2, center panel). Cells lacking Fkh1 (*fkh1∆*) exhibited no defect in S phase progression, whereas deletion of *FKH1* in dbf4-Zn* mutants caused a replication delay (Figure 2, right panel), indicating that Fkh1 contributes to function of Dbf4-Zn* as inferred earlier from the cell growth analysis. The replication delay of fkh1∆ dbf4-Zn* is slightly greater than that of cells lacking both targeting pathways (*ctf19∆ fkh1∆ fkh2-dsm*), suggesting that Dbf4-Zn* has defects beyond the Ctf19 and Fkh1/2 targeting pathways. The data also indicate that while elimination of the Ctf19 targeting pathway has little if any effect on the rate of bulk genome replication, the Fkh1/2 pathway is needed for normal replication rate and is critical to sustain replication in dbf4-Zn* cells.

Given the sensitivity of the Dbf4 C-terminus to epitope tagging, we wondered whether the deletion of the C-terminal domain resulted in destabilization of Dbf4. To examine protein levels of the different mutants, we performed immunoblots of crude extracts from G1-synchronized cells using a native anti-Dbf4 antibody (Figure S1). Dbf4 and Dbf4-Zn* were readily identified near their predicted size (78kDa), and the band shifts upward in a strain expressing N-terminally epitope-tagged DBF4 (Figure S1). Dbf4 and Dbf4-Zn* were present in similar abundances; however, Dbf4∆C (~73kDa) was not clear above the background, suggesting a reduction in its steady-state level and/or stability (Figure S1). Similar results were reported by Jones et al., though the proteins were expressed from heterologous promoters and epitope tagged for detection [14]. A reduction in quantity of a protein considered to normally be present in limiting quantity would seemingly explain Dbf4∆C’s overall replication defects described thus far by acting as a general hypomorph, in addition to defects in possible specific functions such as targeting.

### 3.3. Dbf4-Zn* Mutations Specifically Eliminate Early Activation of CEN-Proximal Origins

To delve more deeply into the specific replication defects, we used quantitative BrdU incorporation (QBU) in G1-synchronized cells released into S phase in the presence of hydroxyurea (HU) to generate genome-wide, early S-phase origin firing profiles. 

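QBU labels newly replicated DNA with the thymidine analogue BrdU, recovers it with an antibody against BrdU (IP) and sequences it beside the unselected DNA of the same cells (Total). The 10 strains were each profiled in 2 replicates with an IP and a Total library per replicate, 40 libraries in all. The paper's text does not state whether the replicates were separate cultures. Cells were grown at 23 °C and released into 200 mM HU for 60 min. For dbf4∆C the paper gives 90 min, while the sample labels give 60 min for every strain. The files give the number of reads overlapping each of 241434 bins of 50 bp on the 16 nuclear chromosomes, before the smoothing, averaging and scale-normalization of the plotted profiles. A read spanning several bins was counted in each of them, so a library's total is a sum over bins and exceeds its number of reads. The totals of the 2 IP replicates were 5952588 and 972119 in WT, 2815295 and 2918006 in dbf4∆C, 3392505 and 1568172 in dbf4-Zn*1, and 6179788 and 1501580 in dbf4-Zn*2. They were 2487646 and 490889 in ctf19∆, 469607 and 281531 in fkh1∆ fkh2-dsm, 1102102 and 615918 in ctf19∆ fkh1∆ fkh2-dsm, and 13959837 and 1210335 in fkh1∆. The Total libraries summed to between 435781 in fkh1∆ fkh2-dsm replicate 2 and 33840380 in fkh1∆ replicate 1. The deleted parts of the genome were read as a check of the genotypes. No count fell on CTF19 in the strains that lack it or on the part of the DBF4 coding sequence that dbf4∆C lacks, while the Total libraries of the strains that keep these sequences carried 63.0% to 95.7% and 27.7% to 147% of the genome-wide mean there. Taken as 3 reads of 3 bins each, a count of 0 allows at most 2.60% to 7.87% of the mean on CTF19 and 9.96% to 44.2% on the part of DBF4 in the Total libraries of these strains, limits that cover counting error only.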

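The published list of replication origins was not used here, and origins were taken from the files. The IP profiles of all 20 libraries, each divided by its genome-wide mean, were averaged, and bins of at least 2 times the mean that were the highest within 5 kb on either side were called as peaks. Of 172 peaks, 3 in the rDNA and 6 too close to a chromosome end were left out, leaving 163 origins, which are named by position because the files do not name the genome build. The signal of an origin is the mean over the 500-bp window centred on its peak, relative to the library's genome-wide mean. The 32 CEN-proximal origins are the nearest peak on each side of each of the 16 centromeres, 1.18 to 22.9 kb from the middle of the gap between the genes that flank the centromere. The 46 Fkh-dependent origins are the other origins whose log2 fold change was -1 or lower, with an adjusted p under 0.05, in ctf19∆ fkh1∆ fkh2-dsm against ctf19∆, and stand in for the published Fkh-activated origins. Single origins were tested on counts with edgeR's quasi-likelihood test, with the library total as library size. For sets of origins, the mean log2 fold change of the set minus that of the other origins, called the shift here, was tested with limma's camera, with the correlation between origins estimated from the data. Both used all 20 IP libraries in 1 fit, and p-values were adjusted by the Benjamini-Hochberg method over the 163 origins or over the 17 set tests. In 20 simulations of ctf19∆ against WT with 40 of 163 origins changed 2-fold, edgeR recovered 98.4% of them and 3.67% of its calls were false. In the simulations of a set, the 32 CEN-proximal origins were lowered 2-fold and no other origin changed. Camera called that set in 20 of 20 and, without a change, in 0 of 20, at an unadjusted p under 0.05. The simulated origins varied independently and the others did not change, so these rates do not carry over to strains in which many origins change.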

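Across the 163 origin windows, the squared correlation between the IP signals of the 2 replicates lay between 0.857 in ctf19∆ and 0.991 in fkh1∆ dbf4-Zn*1, with a median of 0.967 over the 10 strains. It was 0.962 in WT, 0.921 in dbf4∆C, 0.982 in dbf4-Zn*1 and 0.978 in dbf4-Zn*2. In consecutive 1-kb bins of the whole genome it lay between 0.941 and 0.996. These correlations are across positions within a pair of libraries, and positions are not independent replicates. The replicates differed by more than counting noise in every strain. In bins taken 1 kb apart, the variance between IP replicates was 1.46 to 2.46 times the counting variance, with a median of 1.61. The SD of an origin's log2 IP signal between replicates was between 0.13 and 0.56.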

QBU data from replicates were examined for correlation (Figure S2), averaged, scale-normalized, and plotted for comparisons between experimental strains. A representative plot chromosome XV in *WT* cells yielded the expected early S-phase replication profile showing robust peaks of QBU signal at early/efficient origins (e.g., Fkh-activated, a few of which are identified, and CEN-proximal) and smaller QBU peaks at later/less-efficient origins (Figure 3A). 

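In WT cells, the median signal was 11.2 times the genome-wide mean over the 163 origins (quartiles 6.17 and 16.9), 16.2 over the 32 CEN-proximal origins (quartiles 10.8 and 17.6), 8.69 over the 46 Fkh-dependent origins (quartiles 6.55 and 16.5) and 10.2 over the 85 remaining origins (quartiles 4.65 and 15.7). Signal of at least 5 times the mean was found at 131 and 132 origins in the 2 replicates, and of at least 10 times the mean at 88 and 93. On chromosome XV, the peaks nearest to the origin labels of the paper's panels were highest at ARS1511 (window 277651 to 278150), with 25.8 ± 4.78 times the mean (SD, n = 2). ARS1513.5 (436651 to 437150) had 18.6 ± 0.911, ARS1529.5 (1053100 to 1053600) 18.4 ± 2.25, ARS1509 (113301 to 113800) 12.1 ± 0.183 and ARS1506.5 (35601 to 36100) 10.2 ± 1.58.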

The data for *dbf4∆C* cells showed profound defects in BrdU incorporation at most origins, including CEN-proximal origins, while a few relatively active origins dominate the early replication landscape (Figure 3A). 

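In dbf4∆C against WT, edgeR called 161 of 163 origins changed (Benjamini-Hochberg adjusted p under 0.05), 158 lower and 3 higher, with a median log2 fold change of -2.65. Signal of at least 5 times the genome-wide mean was found at 6 and 4 origins in the 2 replicates, and of at least 2 times the mean at 66 and 62, against 156 and 156 in WT. All 32 CEN-proximal origins were called lower, and their median signal was 0.861 times the genome-wide mean. The number of origins called depends on how the libraries are scaled. When the library size was taken from the Total library of the same replicate, the alternative that moved it most, edgeR called 0 origins, with 18 at an unadjusted p under 0.05, and the median log2 fold change was -1.57. The ratio of IP to Total counts differs between replicates, and this setting adds that difference to the spread between them. A count of 0 under it, here and in the other strains, does not show that origins are unchanged. With TMM factors computed over the origin windows, which brought the median log2 fold change to -0.20, edgeR called 62 lower and 41 higher, and DESeq2 called 55 lower and 60 higher. Of the CEN-proximal origins, 23 were lower and 3 higher with TMM, and 20 lower and 5 higher with DESeq2.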

Two-dimensional scatter plots allow global comparison of the mutant data in comparison to *WT* (Figure 3B). 

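Relative to the other origins, the CEN-proximal origins shifted by -1.14 (log2) in dbf4∆C against WT. The mean log2 fold change was -3.47 over the 32 CEN-proximal and -2.33 over the 131 other origins, and 25 of 32 lay below the median of the others. The adjusted p was 0.155 by limma's camera. It was 2.05e-09 by limma's fry, which tests the set's own change without comparing it with the scatter of the other origins. Subtracting each library's median bin, a setting chosen after the data were seen, moved the shift most, to -1.72. Of the 17 set tests, camera and fry both called 8, and fry alone called the other 9. The 46 Fkh-dependent origins shifted by 0.45 in dbf4∆C, with 32 of 46 above the median of the others (adjusted p = 0.190 by limma's camera and 7.22e-05 by fry). The other origins include the CEN-proximal ones. Compared with only the 85 origins in neither set, a comparison chosen after the data were seen, the Fkh-dependent shift was 0.15 (adjusted p = 0.427 by limma's camera, over the alternatives 7.22e-05 to 0.608, and 0.0836 by fry), so most of it came from the CEN-proximal fall. Defining that set instead from fkh1∆ fkh2-dsm against WT, which makes it 82 origins, moved this shift most, to 0.03. Among the 30 highest origins of each replicate, 10 and 16 were Fkh-dependent in dbf4∆C and 9 and 7 in WT, while 2 and 1 were CEN-proximal in dbf4∆C and 6 and 9 in WT.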

In the *dbf4∆C* strain, CEN-proximal origins exhibit severely reduced replication, as previously reported, while most of the remaining active origins are Fkh-activated origins (Figure 3A,B). This result is inconsistent with the C-terminus of Dbf4 being required for Fkh1-mediated recruitment.

The dbf4-Zn* mutant strains exhibited similar chromosome XV replication profiles to each other but quite distinct from *WT* and *dbf4∆C* (Figure 3A). 

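The IP profiles of dbf4-Zn*1 and dbf4-Zn*2 correlated across the 163 origins with a median Pearson's r of 0.985 over the 4 pairs of libraries (0.982 to 0.989), and replicates of 1 strain with a median of 0.984 (lowest 0.865). Between a dbf4-Zn* and a WT library the median was 0.682 (0.658 to 0.705), and between a dbf4-Zn* and a dbf4∆C library 0.742 (0.691 to 0.784). These values are of log2 signal across origins, which are not independent replicates.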

The dbf4-Zn* replication profiles generally show robust activation of a subset of Fkh-activated origins, along with notably weak activation of CEN-proximal origins, and reduced activation of many other origins (Figure 3A,B). These results are consistent with the C-terminal Zn-finger motif having a crucial function in stimulation of CEN-proximal origins. 

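In dbf4-Zn*1 and dbf4-Zn*2, the CEN-proximal origins shifted by -0.90 and -0.93 (log2) against WT relative to the other origins, with mean log2 fold changes of -1.94 and -1.96 over CEN-proximal origins and -1.04 and -1.02 over the others. The adjusted p of these shifts was 0.155 and 0.123 by limma's camera and 1.58e-07 and 8.62e-08 by fry, and 24 and 25 of the 32 origins lay below the median of the others. With the IP signal divided by the Total signal in each window, the shifts were -0.71 and -0.73 and limma's camera called both (adjusted p = 0.0373 and 0.0245, over the alternatives 1.58e-07 to 0.265 and 8.62e-08 to 0.265). Without WT replicate 1, limma's camera also called the shift in dbf4-Zn*2, at -1.02 (adjusted p = 0.0399). The Fkh-dependent origins shifted by 0.42 in dbf4-Zn*1 and 0.47 in dbf4-Zn*2 (adjusted p = 0.177 and 0.123 by limma's camera and 8.16e-05 and 3.17e-05 by fry), with 34 and 32 of 46 above the median of the others. Against only the 85 origins in neither set, without the CEN-proximal ones, they shifted by 0.20 and 0.24 (adjusted p = 0.393 and 0.265 by limma's camera and 0.0284 and 0.0110 by fry, a comparison chosen after the data were seen), so much of the shift came from the CEN-proximal fall. With a limit of -0.5 in the definition of that set, which makes it 66 origins, these shifts were 0.68 and 0.68 and limma's camera called both (adjusted p = 0.0297 and 0.0246, over the alternatives 8.16e-05 to 0.393 and 3.17e-05 to 0.329). Of single origins, edgeR called 128 lower and 5 higher in dbf4-Zn*1 and 131 lower and 5 higher in dbf4-Zn*2 (Benjamini-Hochberg), with TMM 67 lower and 38 higher, and 69 lower and 39 higher. The majority of falls was lost with DESeq2, which called 51 lower and 54 higher, and 57 lower and 58 higher, and with the library size of the Total library edgeR called 0 in both. From the robust activation of a subset of Fkh-activated origins beside the weak activation of CEN-proximal origins, the paper proposes that the Zn-finger motif has a crucial function in stimulating CEN-proximal origins.

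**Figure D1:**
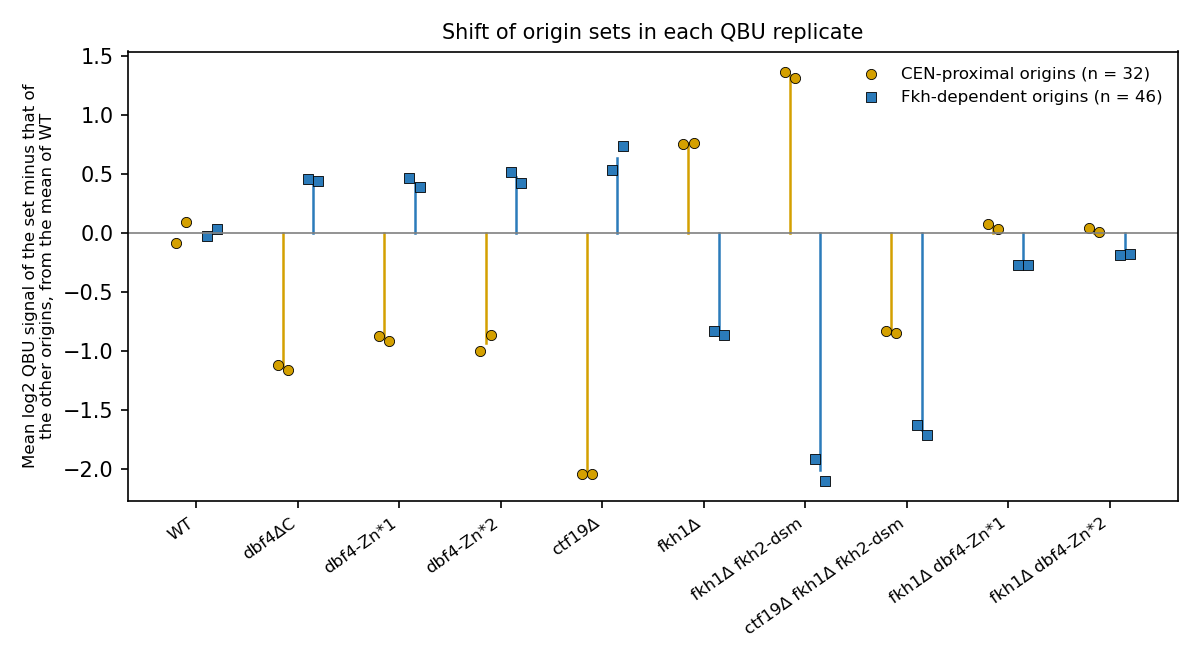
Shift in log2 QBU signal of the 32 CEN-proximal origins and of the 46 Fkh-dependent origins relative to the other origins, measured from the mean of WT. Each point is 1 of the 2 IP replicates of a strain. The CEN-proximal points lie at -1.12 and -1.16 in dbf4∆C, -0.88 and -0.91 in dbf4-Zn*1, -2.05 and -2.05 in ctf19∆, and -0.09 and 0.09 in WT.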

The results further suggest that the C-terminal Zn-finger domain is not required for stimulation of origins via Fkh1; indeed, a subset of Fkh-activated origins appeared to dominate the replication landscape.

To examine the distribution of origin firing amongst major origin categories, we generated distribution boxplots for 410 previously confirmed replication origins sequences, 95 Fkh-activated origins, and 32 CEN-proximal origins, defined as the closest origin on each side of each centromere (Figure 3C). These distribution plots reinforce the conclusion that *dbf4∆C* has a profound effect on firing of all origins, including CEN-proximal, but a smaller reduction in Fkh-activated origins (Figure 3C). 

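The medians over CEN-proximal and Fkh-dependent origins were compared within each replicate, so that the scaling of a library cancels. The CEN-proximal median was 1.80 ± 0.0572 times the Fkh-dependent median in WT (SD, n = 2) and 0.335 ± 0.00858 times in dbf4∆C. In dbf4∆C the median signal of the Fkh-dependent origins was 2.64 times the genome-wide mean (quartiles 1.31 and 3.34), and that of all 163 origins 1.45 (quartiles 0.806 and 2.88). The CEN-proximal quartiles were 0.620 and 1.58.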

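In dbf4-Zn*1, the median signal was 3.56 times the genome-wide mean at CEN-proximal origins (quartiles 1.10 and 6.56), 4.06 at Fkh-dependent origins (quartiles 3.14 and 9.32) and 3.89 over all 163 origins. In dbf4-Zn*2 these medians were 3.95 (quartiles 1.15 and 6.38), 4.65 (quartiles 3.63 and 9.29) and 4.37. The ratio of the CEN-proximal to the Fkh-dependent median was 0.849 ± 0.0877 in dbf4-Zn*1 and 0.837 ± 0.0677 in dbf4-Zn*2 (SD, n = 2). Both dbf4-Zn* ratios lie below the WT and above the dbf4∆C ratio by more than the spread between replicates, although 2 replicates against 2 cannot give a two-sided exact permutation p below 0.33.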

The dbf4-Zn* mutants show similar but less severe reductions as *dbf4∆C*; however, CEN-proximal origins remain more comparatively reduced than Fkh-activated origins (Figure 3C, Table S1).

A typical feature sometimes distinguishing replication profiles is the peak width, which is inversely correlated with the overall level of origins firing, reflecting greater fork progression enabled by reduced numbers of total forks initiated [25]. In the dbf4-Zn* mutants, the dominant peaks were substantially wider than in *WT* cells, while much less QBU signal originated from other loci (Figure 3A,B). This result suggests that the relative rate of origin firing has tilted further in favor of a smaller number of origins, most of which are Fkh-activated origins. 

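Peak width was measured in each library as the median, over its 30 highest origins at least 10 kb apart, of the width at 50% of the peak's height above the library's median bin, after median-smoothing over 1 kb. It was 2975 ± 141 bp in WT (SD, n = 2), 8912 ± 725 bp in dbf4-Zn*1, 8525 ± 106 bp in dbf4-Zn*2 and 19650 ± 3394 bp in dbf4∆C. The differences from WT were 5938 bp, 5550 bp and 16675 bp. Without smoothing they fell to 1100 bp in dbf4-Zn*1 and 925 bp in dbf4-Zn*2, and in dbf4∆C the sign reversed, to -1088 bp. The unsmoothed widths were 1638 ± 371 bp in WT, 2738 ± 1432 bp in dbf4-Zn*1 and 2562 ± 1008 bp in dbf4-Zn*2 (SD, n = 2). Replicate 2 of each dbf4-Zn* strain (1725 and 1850 bp) lay below WT replicate 1 (1900 bp), and replicate 1 of each (3750 and 3275 bp) above it. An unsmoothed width ends at the first bin under 50% of the height, so it also depends on the noise of single bins. In every strain but dbf4∆C (550 bp in both replicates), the IP library with fewer counts had the smaller unsmoothed width. The spread between replicates therefore includes depth, and the unsmoothed values cannot decide whether the peaks are wider. The smoothed width was 4800 ± 707 bp in ctf19∆ and 5188 ± 301 bp in ctf19∆ fkh1∆ fkh2-dsm. Without smoothing these were 988 ± 972 bp and 612 ± 124 bp (SD, n = 2), so both means then lay below the WT mean. Replicate 1 of ctf19∆ (1675 bp) still lay above WT replicate 2 (1375 bp). The 30 highest origins held 32.5 ± 0.590% of the signal of all 163 origins in WT, 49.5 ± 0.561% in dbf4-Zn*1 and 48.4 ± 0.305% in dbf4-Zn*2. For the 15 highest origins, the alternative that moved this share most, the difference from WT was 9.68 percentage points in dbf4-Zn*1 and 9.24 in dbf4-Zn*2, against 17.0 and 16.0 for the 30 highest.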

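Of the 30 highest origins of each replicate, 9 and 8 were Fkh-dependent in dbf4-Zn*1 and 9 and 8 in dbf4-Zn*2, against 9 and 7 in WT, and 5 and 6 were CEN-proximal in dbf4-Zn*1 and 5 and 5 in dbf4-Zn*2, against 6 and 9 in WT. Signal of at least 10 times the genome-wide mean was found at 37 and 39 origins in dbf4-Zn*1 and at 35 and 36 in dbf4-Zn*2. The Fkh-dependent set is defined by a change of at least 2-fold on loss of Fkh1/2 and is smaller than the list of Fkh-activated origins that the paper used.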

Given that both *dbf4∆C* and dbf4-Zn* mutant cells show preferential firing of Fkh-activated origins, and that deletion of *FKH1* is lethal in combination with *dbf4∆C*, we conclude that the C-terminal Zn finger of Dbf4 is required for its recruitment to CEN-proximal origins but much less so for its recruitment through Fkh1/2. Still, there appears to be a defect in Dbf4-Zn* recruitment to other origins lacking either the Cft19 or Fkh1/2 mechanisms. In support of this, the dbf4-Zn* mutants show a more severe genome-wide replication defect than *ctf19∆* cells, which are like *WT* cells in QBU profiles except for strong reduction in CEN-proximal origin firing (Figure 3A–C). 

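In ctf19∆ against WT, the CEN-proximal origins shifted by -2.05 (log2; adjusted p = 0.00318 by limma's camera and 4.44e-11 by fry), with 31 of 32 below the median of the other origins and mean log2 fold changes of -2.70 and -0.65. The median signal over all 163 origins was 5.53 times the genome-wide mean in ctf19∆. Of single origins, edgeR called 115 lower and 2 higher (Benjamini-Hochberg), with a median log2 fold change of -0.76 against -1.10 in dbf4-Zn*1 and -1.18 in dbf4-Zn*2. With TMM, edgeR called 44 lower and 13 higher in ctf19∆, 27 of the 44 being CEN-proximal, and DESeq2 called 31 lower, 24 of them CEN-proximal, and 42 higher. With the library size of the Total library edgeR called 0. Signal of at least 5 times the genome-wide mean was found at 89 and 91 origins in the 2 replicates of ctf19∆, at 69 and 71 in dbf4-Zn*1 and at 68 and 70 in dbf4-Zn*2. In a set of 20 further comparisons chosen after the data were seen, the CEN-proximal shift was higher in dbf4-Zn*1 and dbf4-Zn*2 than in ctf19∆ by 1.15 and 1.11, with 29 and 28 of 32 origins above the median of the others. The adjusted p of both differences was 0.0699 by camera, and 5.85e-09 and 6.64e-09 by fry.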

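The difference in signal from WT was computed at each origin as the WT mean minus the mutant mean, in units of the genome-wide mean. At CEN-proximal origins its median was 10.5 in ctf19∆ (quartiles 8.43 and 14.4), 10.1 in dbf4-Zn*1 (quartiles 4.20 and 11.7) and 9.91 in dbf4-Zn*2 (quartiles 4.33 and 12.4). At Fkh-dependent origins it was 3.71 in ctf19∆ (quartiles 0.597 and 6.67), 3.85 in dbf4-Zn*1 (quartiles 2.55 and 6.18) and 4.12 in dbf4-Zn*2 (quartiles 2.01 and 5.98). At the 85 origins in neither set it was 3.85, 3.96 and 4.41. All 3 strains were measured against the same WT libraries, so no correlation between their differences was computed. On the log2 scale, the Fkh-dependent origins shifted by 0.63 in ctf19∆ (adjusted p = 0.0523 by limma's camera and 3.08e-06 by fry) relative to the other origins, which include the CEN-proximal ones. Compared with only the 85 origins in neither set, a comparison chosen after the data were seen, the shift was 0.08 (adjusted p = 0.265 by limma's camera, over the alternatives 3.08e-06 to 0.310, and 0.379 by fry), so nearly all of it came from the CEN-proximal fall. The Fkh-dependent set was itself defined with the ctf19∆ libraries.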

Direct comparison of the changes in firing levels relative to *WT* (∆QBU) in *ctf19∆* versus dbf4-Zn* strains illustrates their similar, stronger effects on CEN-proximal versus Fkh-activated origins (Figure 3D). As noted above, the dbf4-Zn* mutants also show a degree of temperature sensitivity not shown by *ctf19∆ fkh1∆ fkh2-dsm* cells, which lack both recruitment pathways and consequently show a highly disrupted pattern of origin initiation (Figure 3A–C). Still, these targeting-defective cells exhibit relatively robust origin firing densities compared with the dbf4-Zn* mutant strains (Figure 3A–C). 

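In ctf19∆ fkh1∆ fkh2-dsm against WT, edgeR called 124 of 163 origins lower and 17 higher (Benjamini-Hochberg), and with TMM 86 lower and 41 higher. DESeq2 called 61 lower and 66 higher, and with the library size of the Total library edgeR called 0. Signal of at least 5 times the genome-wide mean was found at 68 and 70 origins and of at least 2 times the mean at 114 and 116, against 117 and 122 at the lower limit in dbf4-Zn*1 and 118 and 120 in dbf4-Zn*2. Signal of at least 10 times the mean was found at 23 and 17 origins, against 37 and 39, and 35 and 36. Over all 163 origins the median signal was 4.37 times the genome-wide mean (quartiles 1.59 and 6.91), against 3.89 and 4.37. At the 85 origins that are neither CEN-proximal nor Fkh-dependent, a set that leaves out, by definition, origins at least 2-fold lower in this strain than in ctf19∆, the median was 6.49 times the genome-wide mean in ctf19∆ fkh1∆ fkh2-dsm (mean of the replicates' medians 6.42 ± 0.00706, SD, n = 2), 3.45 in dbf4-Zn*1 (3.58 ± 0.403) and 3.74 in dbf4-Zn*2 (3.71 ± 0.0271). At Fkh-dependent origins it was 1.33 in ctf19∆ fkh1∆ fkh2-dsm, in part because that strain defines the set, and at CEN-proximal origins 2.68. The CEN-proximal shift in this strain was -0.84 (adjusted p = 0.177 by limma's camera and 1.18e-07 by fry). The 163 origins are peaks of the average over all IP libraries, so origins active mainly in this strain can be missed. Signals relative to a library's mean are shares and not amounts. The counts of origins given here therefore do not test the density of firing over all origins.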

Given the sensitivity of the C-terminal domain of Dbf4 to structural perturbation, we think the likeliest explanation is that the Zn-finger point mutations partly disrupt an aspect of Dbf4 structure/function leading to a mild, generalized replication defect (perhaps interaction with Mcm2) in addition to the fully penetrant defect in CEN-proximal origin targeting, presumably via the Ctf19 pathway.

### 3.4. CEN-Proximal Origins Are Differentially Sensitive to Loss of Ctf19 or Dbf4-Zn*

An interesting feature we noted differentiating chromosome replication profiles was the extent to which *CTF19* deletion, as well as the dbf4-Zn* alleles, affected one versus both CEN-flanking origins. For example, from the scatter plots, it is apparent that a few CEN-proximal origins are minimally affected by *CTF19* deletion or dbf4-Zn* (Figure 3B). 

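The 3 CEN-proximal origins with the smallest fall in ctf19∆ against WT were on chromosomes VI and II. The origin at 142951 to 143450 on chromosome VI was weak in WT, with 2.41 ± 0.281 times the genome-wide mean (SD, n = 2), and changed by 0.09 (log2; standard error 0.25, adjusted p = 0.730 from edgeR with Benjamini-Hochberg adjustment). This small change reversed its sign in 1000-bp windows, without WT replicate 1 and without ctf19∆ replicate 2, while it was called higher with TMM (0.67, adjusted p = 0.0245 from edgeR) and by DESeq2 (0.92, adjusted p = 0.000328, over the alternatives 0.000328 to 0.997). The origin at 167151 to 167650 on chromosome VI had 14.7 ± 0.919 in WT and changed by -0.69 in ctf19∆ (adjusted p = 0.000272 from edgeR), -0.15 in dbf4-Zn*1 and -0.28 in dbf4-Zn*2. The origin at 254101 to 254600 on chromosome II had 21.6 ± 1.7 in WT and 12.9 ± 0.861 in ctf19∆, and changed by -0.76, -0.28 and -0.29 in the 3 strains. In dbf4-Zn* these last origins were higher than in WT, and in ctf19∆ near WT, when DESeq2's size factors or TMM set the typical origin near no change. The 3 largest falls in ctf19∆ were at 341401 to 341900 on chromosome IX (-5.64, from 17.2 ± 2.28 to 0.273 ± 0.177 times the mean), 147001 to 147500 on chromosome I (-5.60) and 156701 to 157200 on chromosome XII (-5.47). With each replicate left out in turn, they ranged from -6.85 to -5.43, from -5.84 to -4.91 and from -5.58 to -5.37. These ranges overlap and leave open the order of the 3 origins. In dbf4-Zn*1 and dbf4-Zn*2 these changed by -4.38 and -4.14, -1.05 and -1.05, and -4.04 and -4.01, and with DESeq2 the changes on chromosome I were 0.15 and 0.09. The origin nearest to a centromere, at 236751 to 237250 on chromosome II, was singled out after its values were seen. It had 18.4 ± 2.18 in WT, 17.5 ± 2.21 in dbf4-Zn*1, 16.5 ± 1.98 in dbf4-Zn*2 and 2.39 ± 0.0987 in ctf19∆.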

A plot of chromosome X shows an example where one of the two CEN-flanking origins remains robustly active in *ctf19∆* and dbf4-Zn* cells (Figure S3A). This origin, ARS1014, remains a rather robust origin, even in *dbf4∆C* cells, as well as several other mutant combinations (Figure S3A). However, this origin is strongly diminished by elimination of both Fkh1 and Fkh2 (Figure S3A). 

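On chromosome X, the CEN-flanking origins were at 416601 to 417100, 19.5 kb to the left of the middle of the centromere's gap, and at 441851 to 442350, 5.76 kb to its right. The files do not place ARS1014 on the sequence, so both origins are given here without its name. The left origin had 23.5 ± 1.66 times the genome-wide mean in WT (SD, n = 2), 13.0 ± 1.89 in ctf19∆, 20.4 ± 1.52 in dbf4-Zn*1 and 19.2 ± 2.26 in dbf4-Zn*2. Its log2 fold changes were -0.87 in ctf19∆ (adjusted p = 2.16e-06 from edgeR with Benjamini-Hochberg adjustment), -0.20 in dbf4-Zn*1 (adjusted p = 0.152) and -0.29 in dbf4-Zn*2 (adjusted p = 0.0400). The last was not called without WT replicate 2 (-0.22) or dbf4-Zn*2 replicate 1 (-0.18). In both dbf4-Zn* strains the sign reversed with TMM, to 0.67 and 0.58, and with DESeq2, to 0.99 and 0.84. In ctf19∆ the fall was -0.29 with TMM (adjusted p = 0.117 from edgeR), -0.04 with DESeq2 (adjusted p = 0.869) and -0.69 with the library size of the Total library (adjusted p = 0.997, over the alternatives 2.01e-09 to 0.997), and none of these 3 called it. The right origin fell from 12.6 ± 2.22 in WT to 0.844 ± 0.685 in ctf19∆, 0.918 ± 0.291 in dbf4-Zn*1 and 0.943 ± 0.167 in dbf4-Zn*2, with log2 fold changes of -4.40, -3.83 and -3.78. With each replicate left out in turn, these ranged from -5.12 to -3.24, from -4.14 to -3.48 and from -3.96 to -3.56.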

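In dbf4∆C, the left CEN-flanking origin of chromosome X retained 5.52 ± 0.980 times the genome-wide mean (SD, n = 2), the highest of the 32 CEN-proximal origins in that strain, a log2 fold change of -2.09 against WT that reversed to 0.37 with TMM and 0.65 with DESeq2. The right origin retained 2.70 ± 0.0326. In fkh1∆ the left origin had 16.8 ± 2.03, in fkh1∆ fkh2-dsm 11.4 ± 1.91 and in ctf19∆ fkh1∆ fkh2-dsm 4.04 ± 0.224. Its log2 fold changes were -0.49 (adjusted p = 0.00189 from edgeR with Benjamini-Hochberg adjustment), -1.05 (adjusted p = 1.56e-07) and -2.55 (adjusted p = 1.46e-15), and the change in fkh1∆ fkh2-dsm was -0.10 with TMM and 0.11 with DESeq2, neither called. In fkh1∆ no CEN-proximal origin was called lower with TMM or DESeq2, so the fall of -0.49 was not called with them either. The right origin had 17.1 ± 0.156 in fkh1∆ fkh2-dsm and 0.991 ± 0.736 in ctf19∆ fkh1∆ fkh2-dsm.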

We also observe, as previously, that deletion of *FKH1* often elevates the activity of other origins, particularly CEN-proximal origins, likely reflecting competition for rate-limiting replication factors [8]. These observations suggest that some origins retain other features that influence their level of function, at least in the absence of the recognized, dominant Fkh1/2 and Ctf19 mechanisms. 

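In fkh1∆ against WT, the CEN-proximal origins shifted by 0.76 (log2) relative to the other origins (adjusted p = 0.0235 by limma's camera and 7.15e-08 by fry), and in fkh1∆ fkh2-dsm by 1.34 (adjusted p = 0.0216 and 5.18e-10), with 31 of 32 above the median of the others in each. The others include the Fkh-dependent origins. The shifts were 0.51 and 0.70 relative to only the 85 origins in neither set, a comparison chosen after the data were seen, and limma's camera called neither (adjusted p = 0.0743 and 0.0822, the highest over the alternatives, which start at 7.15e-08 and 5.18e-10). The rise is relative. As a share of the library, the mean log2 fold change of the CEN-proximal origins was -0.07 in fkh1∆ and -0.04 in fkh1∆ fkh2-dsm, and that of the others -0.83 and -1.37. The median signal of the CEN-proximal origins was 14.6 times the genome-wide mean in fkh1∆ and 14.7 in fkh1∆ fkh2-dsm. In fkh1∆, edgeR called 4 of 32 lower and 1 higher (Benjamini-Hochberg) with the library total as library size, 0 lower and 24 higher with TMM, and DESeq2 called 0 lower and 28 higher. In fkh1∆ fkh2-dsm the counts were 7 lower and 8 higher, then 0 lower and 27 higher with TMM and with DESeq2. Among the 30 highest origins, 19 and 20 were CEN-proximal in the replicates of fkh1∆, and 23 and 24 in those of fkh1∆ fkh2-dsm.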

We also noticed that some origins greater than 25 kbp distal to a CEN showed diminished activity in *ctf19∆* cells (Figure S3B), indicating a somewhat more extensive domain over which Ctf19 can stimulate origin firing than previously reported [2].

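Of the 163 origins, 12 lay between 25 and 50 kb from a centromere without being the nearest on their side, and 114 of the others lay beyond 50 kb. In ctf19∆ against WT, the mean log2 fold change was -0.80 over the 12 origins and -0.58 over the 114, a shift of -0.22, with 8 of 12 below the median of the distant origins. The adjusted p was 0.527 by limma's camera and 0.00530 by fry. In origins with a mean signal of at least 3, a limit chosen after the data were seen that moved the shift most, it was 0.02. Of the 12 origins, edgeR called 10 lower and 1 higher in ctf19∆ (Benjamini-Hochberg), 4 lower and 2 higher with TMM, and DESeq2 called 3 lower and 3 higher.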

### 3.5. Dbf4-Zn* Retains Fkh1-Dependent Targeting to Fkh1-Activated Origins

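The strains fkh1∆ dbf4-Zn*1 and fkh1∆ dbf4-Zn*2 were profiled by the same QBU procedure with 2 replicates each, released into HU for 60 min. Their IP bin counts summed to 5512524 and 12957824 in fkh1∆ dbf4-Zn*1 and 8380860 and 6469262 in fkh1∆ dbf4-Zn*2, and those of the Total libraries to 13982210 and 32244553, and 21826329 and 17482186. Each was compared with the dbf4-Zn* strain of the same allele. The published list of Fkh1-activated origins was not used here. The 91 Fkh1-dependent origins are those, CEN-proximal origins aside, whose log2 fold change was -0.5 or lower with an adjusted p under 0.05 in fkh1∆ against WT, and 39 of them are Fkh-dependent as well. This definition shares no library with the comparison between dbf4-Zn* strains. The set is larger than the paper's list of Fkh1-activated origins. With the library total, the median log2 fold change of all origins in fkh1∆ against WT was -0.61, so the limit of -0.5 takes in origins that fell like the typical one. Of the 91, edgeR with TMM called 34 lower in fkh1∆, and DESeq2 called 27. Reads were found on FKH1 in both strains, at 3.53% to 5.06% of the genome-wide mean in the Total libraries of fkh1∆ dbf4-Zn*1 and 4.62% to 5.43% in those of fkh1∆ dbf4-Zn*2, against at most 0.351% in fkh1∆ and 71.9% to 99.2% in strains with the gene. In the IP libraries, which were used for the comparisons, the levels were 6.39% to 14.4% and 9.05% to 12.1%. They were 50.6% to 55.7% in the IP libraries of dbf4-Zn*1 and dbf4-Zn*2.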

To directly test the hypothesis that Dbf4-Zn* continues to be directly recruited to origins by Fkh1/2, we performed QBU in dbf4-Zn* mutants lacking *FKH1*. Deletion of *FKH1* in *WT* cells resulted in significant reduction in QBU signal of Fkh1-activated origins (n = 35, origins sensitive to the loss of only *FKH1* in *WT* cells [8]), such as *ARS1509, ARS1513.5* and *ARS1529.5*, as well as other Fkh-activated origins (Figure 4A–C, Table S1). 

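In fkh1∆ against WT, edgeR called 106 of 163 origins lower and 6 higher (Benjamini-Hochberg), with TMM 34 lower and 49 higher, and with the library size of the Total library 1 lower, while DESeq2 called 27 lower and 63 higher. The signal changed by -1.72 (log2) at ARS1509 (standard error 0.21), -2.32 at ARS1513.5 (standard error 0.19) and -1.91 at ARS1529.5 (standard error 0.19), with adjusted p of 3.56e-08, 9.30e-12 and 7.18e-10 from edgeR. It changed by -0.82 at ARS1511 and -1.53 at ARS1506.5. The fall at ARS1511 was -0.14 with TMM and -0.00 with DESeq2, and no longer called. At the 46 Fkh-dependent origins, the median signal went from 8.69 times the genome-wide mean in WT to 3.76 in fkh1∆, and the shift relative to the other origins was -0.85 (adjusted p = 0.0216 by limma's camera and 4.66e-07 by fry), with 44 of 46 below the median of the others. Relative to only the 85 origins in neither set, chosen after the data were seen, the shift was -0.71 and limma's camera did not call it (adjusted p = 0.0743, over the alternatives 4.66e-07 to 0.0743). The Fkh1-dependent origins were selected on this same comparison, so no test of them is given for it.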

Deletion of *FKH1* in dbf4-Zn* cells also resulted in a significant decrease in QBU signal for Fkh1-activated origins (Figure 4A–C, Table S1), supporting the conclusion that dbf4-Zn* mutants continue to be recruited to origins via Fkh1. These results further support the conclusion that the Zn-finger motif of Dbf4 is specifically involved with targeting to CEN-proximal origins but depends on a different motif or domain for recruitment to origins via Fkh1.

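On deletion of FKH1 in dbf4-Zn*1 and dbf4-Zn*2, the 91 Fkh1-dependent origins shifted by -1.19 and -1.14 (log2) relative to the other origins (adjusted p = 0.00210 and 0.00210 by limma's camera, and 7.18e-12 and 7.18e-12 by fry). Their mean log2 fold changes were -0.62 and -0.51, those of the other 72 origins 0.57 and 0.63, and 80 and 79 of 91 lay below the median of the others. With the IP signal divided by the Total signal, the alternative that moved these shifts most, they were -0.95 and -0.89. Of the Fkh1-dependent origins, edgeR called 48 lower and 14 higher in fkh1∆ dbf4-Zn*1 (Benjamini-Hochberg) and 47 lower and 13 higher in fkh1∆ dbf4-Zn*2, and with TMM 37 lower and 24 higher, and 34 lower and 23 higher. DESeq2 called 45 lower and 18 higher, and 44 lower and 17 higher, and with the library size of the Total library edgeR called 0 in both. ARS1509 changed by -1.45 in both, ARS1513.5 by -2.68 and -2.06, ARS1529.5 by -2.83 and -2.95, and ARS1511 by -1.12 and -1.02. At ARS1506.5 no change was detected, at -0.06 and 0.10 (adjusted p = 0.843 and 0.732 from edgeR). The CEN-proximal origins shifted by 0.95 in fkh1∆ dbf4-Zn*1 and 0.96 in fkh1∆ dbf4-Zn*2 (adjusted p = 0.0409 and 0.0343 by limma's camera), and in 1000-bp windows camera called neither (adjusted p = 0.0609 in both). They shifted by 0.78 and 0.81 against only the 85 origins in neither set, a comparison chosen after the data were seen, and camera called neither (adjusted p = 0.0731 and 0.0661, the highest over the alternatives, which start at 3.42e-08 and 2.97e-08). With either dbf4-Zn*1 replicate left out, the first of these was not called. Whether DNA with an intact FKH1 gene in the fkh1∆ dbf4-Zn* libraries moved these values was not tested. From the decrease at Fkh1-activated origins, the paper concludes that dbf4-Zn* mutants continue to be recruited to origins via Fkh1.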

### 3.6. Dbf4-Zn* Is Defective in Its Recruitment to CENs

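In the ChIP-seq experiment, DNA bound to 3xFLAG-Dbf4 or 3xFLAG-Dbf4-Zn*1 in G1-synchronized cells was recovered by its FLAG tag and sequenced, with 2 replicates each. The labels attach the strain numbers to the alleles in the opposite way to the paper's legend, and the paper's methods describe both strains as sister isolates from the step that introduced dbf4-Zn*1. The libraries were grouped here by the genotype in the labels, and the files hold positions without sequences, so they do not show which allele a library carries. The files list aligned read ends, 4298230 and 3806024 for Dbf4 and 4071684 and 3964145 for Dbf4-Zn*1, without normalization, and no input library was used here. The rDNA held 51.3% and 67.9% of the Dbf4 reads and 55.9% and 61.6% of the Dbf4-Zn*1 reads. Read pairs were joined into fragments, and 1057963 and 617363 fragments for Dbf4 and 914848 and 769837 for Dbf4-Zn*1 lay outside the rDNA with a span of at most 1000 bp. The signal of a feature is the number of fragments centred in its 500-bp window relative to the mean of all such windows along the genome. Windows were placed on the middle of the gap between the genes that flank each of the 16 centromeres and on the 163 origins of the QBU profiles. A window held a median of 53 fragments at CENs and 31.5 at origins, and as few as 5. Windows were tested with edgeR's quasi-likelihood test and sets with limma's camera relative to the 131 other origins.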

To directly test whether the recruitment of Dbf4 to replication origins is affected by Dbf4-Zn*, we performed ChIP-seq of Dbf4 and Dbf4-Zn*1, each bearing a triple-FLAG epitope at the N-terminus. Previous ChIP analysis of N-terminally tagged Dbf4 detected enrichment at several replication origins, and strong enrichment at CENs [2]. Our analysis of Dbf4 yielded similar results with robust enrichment at CENs and less, but detectable enrichment at CEN-proximal origins (Figure 5). However, we detected little to no enrichment at most other replication origins (Figure 5). 

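For Dbf4, the median signal over the 16 CENs was 2.12 times the genome-wide mean, at 2.44 and 1.83 in the 2 replicates. The highest signals, singled out after the values were seen, were at CEN13, with 5.35 ± 0.0794 times the mean (SD, n = 2), and CEN4, with 5.33 ± 0.210. The 99th percentile of all 500-bp windows along the genome was exceeded at 5 and 2 CENs. The median over the 32 CEN-proximal origins was 0.725 times the mean, at 0.773 and 0.662 in the replicates, and none of them exceeded the 99th percentile. The highest CEN-proximal signal in a replicate was 1.52.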

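At the 131 origins that are not CEN-proximal, the median Dbf4 signal was 0.852 times the genome-wide mean, at 0.932 and 0.779 in the 2 replicates. The 99th percentile of windows along the genome was exceeded at 2 of them in each replicate, which is 1.53%.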

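At the 16 CENs, the median signal was 1.24 times the genome-wide mean for Dbf4-Zn*1, at 1.2 and 1.27 in the 2 replicates, and it was lower than for Dbf4 at 16 of 16. At 14 of 16 CENs both Dbf4 replicates lay above both Dbf4-Zn*1 replicates, which chance gives at 16.7% of windows. The mean log2 difference between the proteins at CENs, relative to the other origins, was -0.85 (adjusted p = 0.111 by limma's camera and 0.0405 by fry), with an estimated correlation between CENs of 0.538. Among single CENs, edgeR called 10 lower and none higher (Benjamini-Hochberg), and 13 had an unadjusted p under 0.05. The set difference moved most with a pseudocount of 0.5, to -0.68. At the 32 CEN-proximal origins, the median signal was 0.786 for Dbf4-Zn*1. Their mean log2 difference relative to the other origins was -0.00 (adjusted p = 0.994 by camera), with 11 of 32 lower for Dbf4-Zn*1, and edgeR called 0 of them, with 0 at an unadjusted p under 0.05. The direction of this difference rested on single libraries, being 0.06 without Dbf4 replicate 1 and -0.06 without Dbf4 replicate 2.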

Dbf4-Zn*1 showed significantly reduced enrichment at CENs, as well as reduced enrichment at CEN-proximal origins although the difference at the origins was not significant (Figure 5). Minor enrichment of Dbf4-Zn*1 was detected at other replication origins; however, the levels were not significantly different than for Dbf4 (Figure 5). These results strongly support the function of the Zn-finger motif in Dbf4′s targeting to CENs and consequent stimulation of CEN-proximal origins. However, these data do not allow us to conclude whether the Zn-finger motif plays a role in recruitment to other replication origins such as Fkh-activated origins. Nevertheless, the QBU data indicate that the Zn-finger motif is dispensable for most Fkh-dependent origin targeting.

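At the 131 other origins, the median signal for Dbf4-Zn*1 was 0.949 times the genome-wide mean, and 4 and 4 of them exceeded the 99th percentile of windows along the genome. The median log2 difference from Dbf4 was 0.11, less than the SD between replicates of 0.12. Of these origins, edgeR called 0 changed after Benjamini-Hochberg adjustment, and 11 had an unadjusted p under 0.05.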

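Among single CENs, CEN12 differed most between the proteins, with a log2 difference of -1.16 (adjusted p = 0.00118 from edgeR with Benjamini-Hochberg adjustment). It was not called with either Dbf4-Zn*1 replicate left out. CEN2 differed least, at -0.36 (adjusted p = 0.444 from edgeR), and its difference was 0.02 without Dbf4 replicate 1. CEN4 had 2.67 ± 0.240 times the genome-wide mean for Dbf4-Zn*1 (SD, n = 2). The paper takes the reduced enrichment at CENs as strong support for a function of the Zn-finger motif in the targeting of Dbf4 to CENs and the consequent stimulation of CEN-proximal origins.

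**Figure D2:**
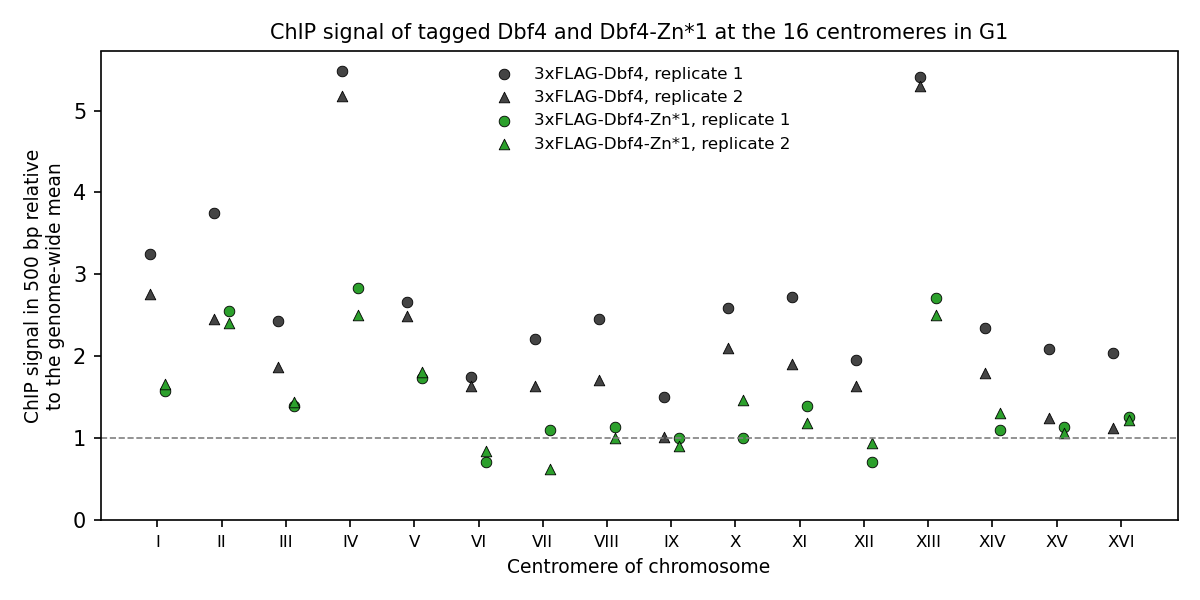
ChIP-seq signal in the 500-bp window at each of the 16 CENs, relative to the genome-wide mean, for 3xFLAG-Dbf4 and 3xFLAG-Dbf4-Zn*1. Each point is 1 of 2 replicates, and at CEN4 the means are 5.33 and 2.67.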

## 4. Perspective

In retrospect, it may not be surprising that the C-terminal domain of Dbf4 is not the critical feature for physical interaction with Fkh1. It is anticipated that Fkh1 interacts with a phospho-regulated partner through its FHA domain, which is expected to function as a phosphothreonine binding module. However, no threonine resides amongst the C-terminal 50 amino acids of Dbf4, undermining the notion that this domain mediates the critical interaction with Fkh1-FHA. Further work will be required to define the exact nature of the interaction between Fkh1 and Dbf4, and with licensed origins.

## Figures and Tables

**Figure 1:**
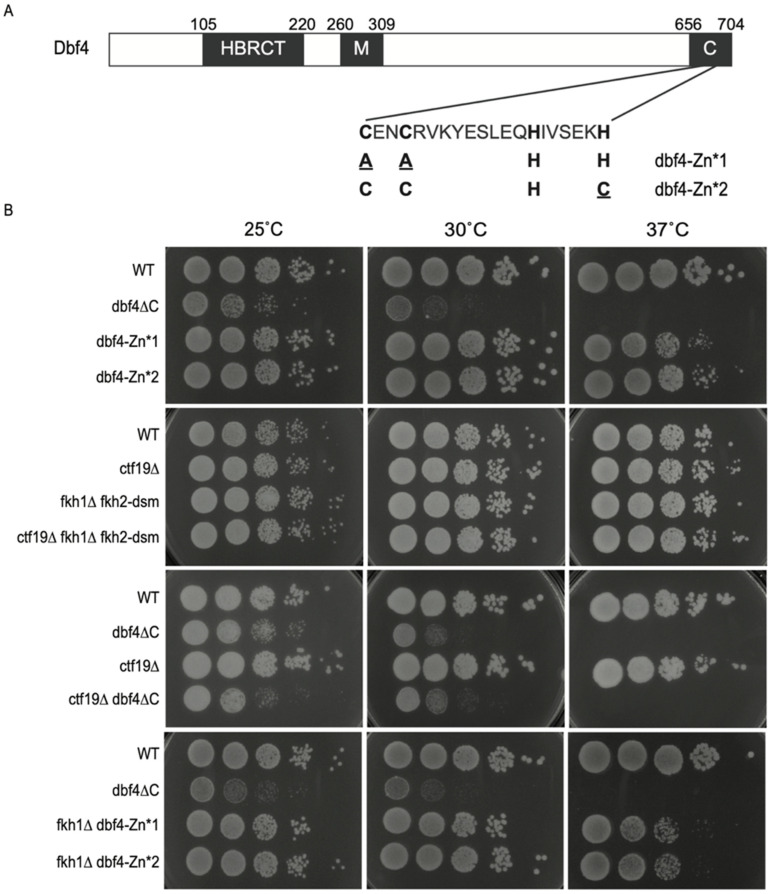
Dbf4∆C is defective in essential Dbf4 function(s). (**A**) Schematic representation of Dbf4 protein domains with sequence detail of the Zn-finger domain; amino acid changes in the Zn* alleles are indicated in lower case, red font. (**B**) Strains CVy63 (*WT*), HYy176 (*dbf4*ΔC), MPy74 (dbf4-Zn*1), MPy76 (dbf4-Zn*2), MPy86 (dbf4-Zn*1 fkh1∆), MPy90 (dbf4-Zn*2 fkh1∆), HYy210 (*cft19∆*), HYy211 (*cft19∆ dbf4∆C*), HYy207 (*cft19∆ fkh1*Δ *fkh2-dsm*), and HYy218 (*fkh1*Δ *fkh2-dsm*) were grown to mid-log phase, diluted, and plated onto rich media, then incubated at the indicated temperatures and imaged after 2–3 days.

**Figure 2:**
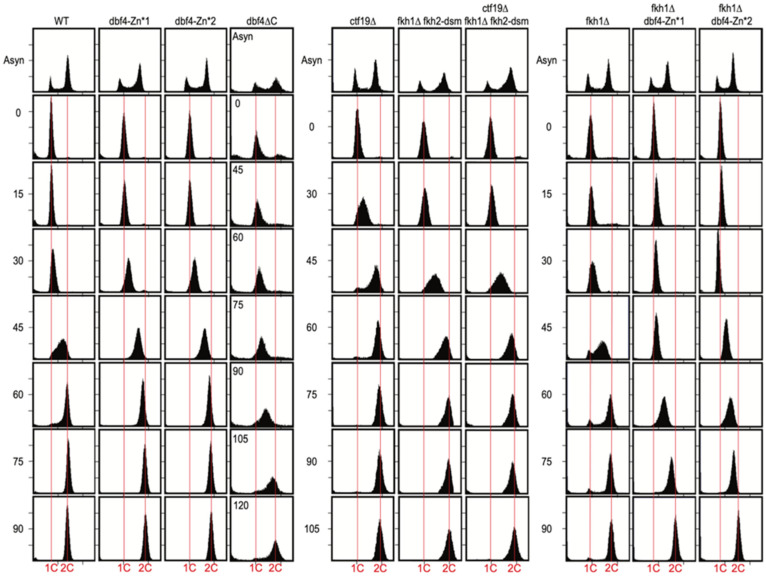
Dbf4∆C is defective in bulk genome replication, while Dbf4-Zn* mutants are not. Strains described in Figure legend 1 plus HYy217 (*fkh1∆)* and HYy215 (*dbf4∆C*—instead of HYy176) were synchronized in G1 phase and released into S phase for DNA content analysis. Note the different time intervals of the different panels, and the unique time intervals for *dbf4∆C* (inset). Vertical red lines indicate 1C (un-replicated) and 2C (replicated) chromosomal DNA contents, respectively.

**Figure 3:**
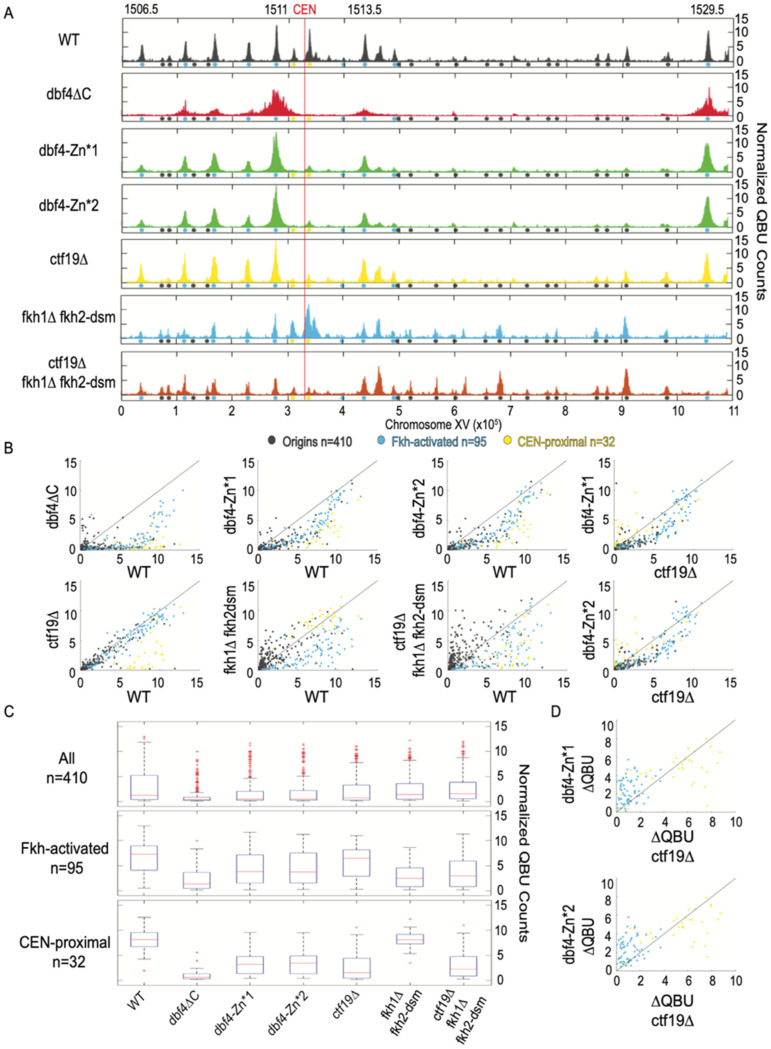
Dbf4-Zn* is defective in CEN-proximal origin firing. Strains described in Figure 1 and Figure 2 legends were synchronized in G1 phase, released into S phase with HU for 60 min (90 min for dbf4∆C), and harvested for QBU analysis. (**A**) QBU values averaged for two replicates and scale-normalized across strains are shown for representative chromosome XV; origins and origin sub-groups are indicated with color-coded circles below the x-axis. (**B**) Two-dimensional scatter plots comparing QBU signals averaged across 500 bp regions centered on 410 confirmed origins; origins and sub-groups are color-coded as indicated. (**C**) Boxplot distributions of averaged QBU counts across 500 bp regions aligned on origins of the indicated groups; the number of origins in each group is indicated within parentheses; results of statistical analyses are given in Table S1. (**D**) Two-dimensional scatter plot comparing the differences in QBU values for ctf19∆ (WT-ctf19∆) versus dbf4-Zn* (WT-dbf4-Zn*) for Fkh-activated and CEN-proximal origins.

**Figure 4:**
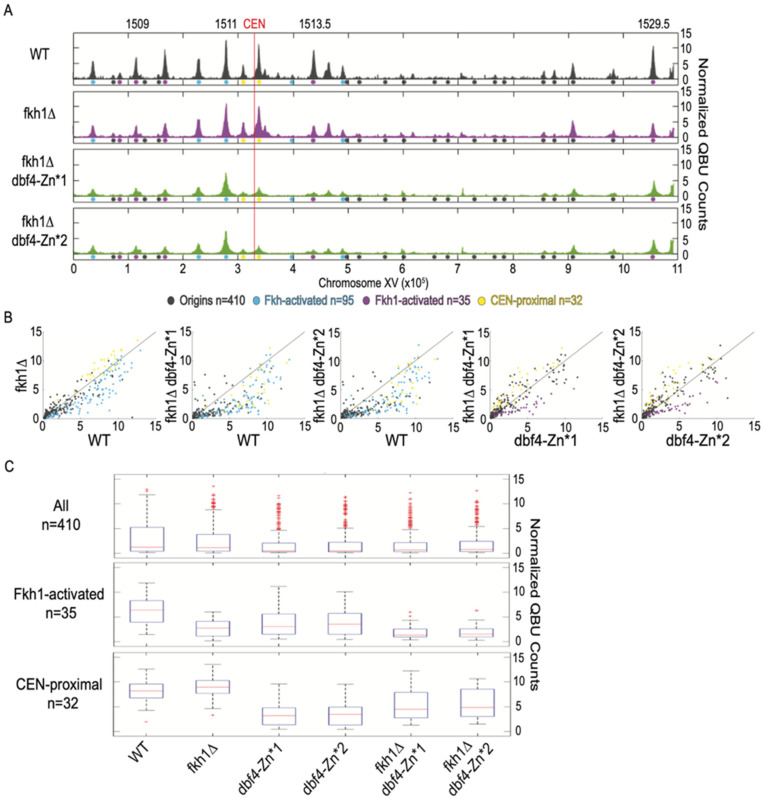
Dbf4-Zn* retains Fkh1 origin stimulation. Strains described in Figure 1 and Figure 2 legends were synchronized in G1 phase, released into S phase with HU for 60 min, and harvested for QBU analysis. (**A**) QBU values averaged for two replicates and scale-normalized across strains are shown for representative chromosome XV; origins and origin sub-groups are indicated with color-coded circles below the *x*-axis. (**B**) Two-dimensional scatter plots comparing QBU signals averaged across 500 bp regions centered on 410 confirmed origins; origins and sub-groups are color-coded as indicated. (**C**) Boxplot distributions of averaged QBU counts across 500 bp regions aligned on origins of the indicated groups; the number of origins in each group is indicated within parentheses; results of statistical analyses are given in Table S1.

**Figure 5:**
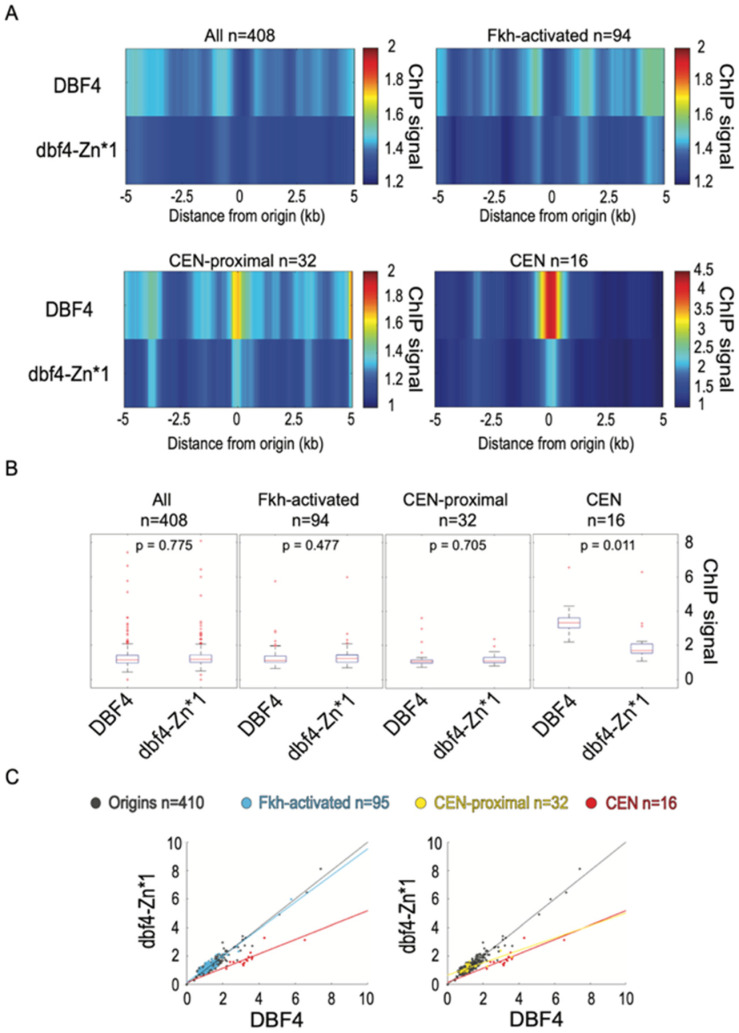
Dbf4-Zn* is defective in its recruitment to CENs. Strains EAy1 (*3xFLAG-DBF4*) and EAy2 (3xFLAG-dbf4-Zn*1) were synchronized in G1 phase and subjected to ChIP-seq analysis. (**A**) Heatmaps of averaged ChIP-seq values across 10kbp regions centered on origins (n = 408 because two rDNA origins removed), origin sub-groups, or CENs. (**B**) Boxplot distributions of ChIP-seq values for 500 bp windows centered on the indicated features, subjected to two-sided t-tests. (**C**) Two-dimensional scatter plots of ChIP-seq values for 500 bp windows centered on the indicated features, showing lines of best fit for origin sub-groups and CENs.

**Table 1:** Sequences of DNA oligonucleotides used in this study. Oligonucleotides were obtained from International DNA Technologies.

Name	Sequence	Source
∆N-dbf4_F	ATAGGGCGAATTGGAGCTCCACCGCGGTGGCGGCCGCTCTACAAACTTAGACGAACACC	This Study
∆N-dbf4_R	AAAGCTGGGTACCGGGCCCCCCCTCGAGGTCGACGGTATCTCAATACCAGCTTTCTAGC	"
dbf4∆C_F	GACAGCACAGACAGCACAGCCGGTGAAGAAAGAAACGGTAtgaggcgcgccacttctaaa	"
dbf4∆C_R	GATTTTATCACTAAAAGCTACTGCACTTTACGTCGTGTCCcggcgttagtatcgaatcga	"
CTF19∆_F	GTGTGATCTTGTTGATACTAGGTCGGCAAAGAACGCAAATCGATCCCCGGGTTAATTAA	"
CTF19∆_R	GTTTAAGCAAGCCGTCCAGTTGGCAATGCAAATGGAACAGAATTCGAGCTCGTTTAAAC	"
dbf4-Zn-aaHH	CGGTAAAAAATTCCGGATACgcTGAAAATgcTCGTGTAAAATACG	"
dbf4-Zn-CCHc	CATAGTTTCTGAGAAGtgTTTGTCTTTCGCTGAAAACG	"
TB_FLAG-swap	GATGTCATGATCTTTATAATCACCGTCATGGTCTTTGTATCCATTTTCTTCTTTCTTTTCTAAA	"
swap-FLAG-Dbf4	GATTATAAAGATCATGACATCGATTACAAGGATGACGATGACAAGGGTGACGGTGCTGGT TTAAG	"

**Table 2:** Genotypes of *S. cerevisiae* strains used in this study. All strains are in the W303 (*RAD5*) background; the parental genotype of SSy161 is shown, whereas for other strains, only differences from this genotype are given.

Name	Genotype	Source
SSy161	MATa ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 bar1∆::hisG	Viggiani et al. 2006
SSy162	MATα	"
CVy63	leu2::BrdU-Inc(LEU2)	"
CVy70	MATα ura3::BrdU-Inc(URA3)	"
EAy1	3xFLAG-DBF4 ADE2::FLOPv2x2	This Study
EAy2	3xFLAG-dbf4-Zn*1 (C661A C664A) ADE2::FLOPv2x2	"
HYy143	MATα fkh1Δ::KANMX fkh2-dsm	"
HYy176	dbf4∆C::KANMX leu2::BrdU-Inc(LEU2)	"
HYy207	ctf19Δ::TRP1(Kl) fkh1Δ::KANMX fkh2-dsm ura3::BrdU-Inc(URA3)	"
HYy210	ctf19Δ::TRP1(Kl) ura3::BrdU-Inc(URA3)	"
HYy211	dbf4∆C::HIS3MX ctf19Δ::TRP1 ura3::BrdU-Inc(URA3)	"
HYy215	dbf4∆C::HIS3MX ura3::BrdU-Inc(URA3)	"
HYy217	fkh1Δ::KANMX ura3::BrdU-Inc(URA3)	"
HYy218	fkh1Δ::KANMX fkh2-dsm ura3::BrdU-Inc(URA3)	"
JOSHy1	dbf4∆C::HIS3MX leu2::BrdU-Inc(LEU2)	"
JOSHy2	dbf4∆C::HIS3MX ura3::BrdU-Inc(URA3)	"
MPy35	ADE2::FLOPv2x2	"
MPy74	dbf4-Zn*1 (C661A C664A) leu2::BrdU-Inc(LEU2)	"
MPy76	dbf4-Zn*2 (H680C) leu2::BrdU-Inc(LEU2)	"
MPy86	fkh1Δ::URA3MX dbf4-Zn*1 (C661A C664A) leu2::BrdU-Inc(LEU2)	"
MPy90	fkh1Δ::URA3MX dbf4-Zn*2 (H680C) leu2::BrdU-Inc(LEU2)	"
MPy125	3xFLAG-DBF4 ADE2::FLOPv2x2	"
OAy1123	MATα fkh1Δ::URA3MX fkh2Δ::HIS3MX	"

## Data Availability

Sequencing data is available at GEO (GSE215190).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes13122202/s1, Table S1 Results of statistical tests applied to origin groups. Two-tailed t-tests were executed on all strain combinations. Figure S1. Immunoblotting detects normal abundance of Dbf4-Zn* but reduced Dbf4∆C. Immunoblot with anti-Dbf4 antibody and Ponceau stain are shown for replicate cultures of each strain. Figure S2. QBU replicates are highly correlated. Two-dimensional scatter plots showing correlation (R^2^) of experimental replicates. Figure S3. CEN-proximal origins are differentially sensitive to *CTF19* deletion or *dbf4-Zn*.* (**A**) QBU values for experiments described in Figure 3 and Figure 4 legends are plotted for chromosome X. (**B**) The difference in QBU values between *WT* and *ctf19∆* (*WT-ctf19∆*) is plotted as a function of distance of each origin (n = 410) to its centromere. The solid line indicates line of best fit for data beyond 25 kb; broken lines indicated the 95% confidence interval.

How the deposited data were processed for this re-analysis (not part of the article)

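Replication was measured by QBU in 10 strains (WT, dbf4∆C, dbf4-Zn*1, dbf4-Zn*2, ctf19∆, fkh1∆ fkh2-dsm, ctf19∆ fkh1∆ fkh2-dsm, fkh1∆, fkh1∆ dbf4-Zn*1 and fkh1∆ dbf4-Zn*2), with 2 replicates per strain and an IP and a Total library per replicate. Binding of 3xFLAG-Dbf4 and 3xFLAG-Dbf4-Zn*1 in G1-synchronized cells was measured by ChIP-seq, with 2 replicates each. Cultures for QBU were grown at 23 °C and released into 200 mM hydroxyurea. Samples were grouped by the genotype in their labels. The labels give 60 min in hydroxyurea for every QBU strain, where the paper gives 90 min for dbf4∆C, and they attach the strain numbers of the ChIP-seq samples to the alleles in the opposite way to the paper's legend. The paper's text does not say whether replicates were separate cultures or which libraries were sequenced together, so no sequencing batch was modelled.

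The QBU files, as deposited by the authors, hold raw read counts in 50-bp bins of the 16 nuclear chromosomes. The values are whole numbers that were not smoothed, averaged or scaled, whereas the paper's plots use 1-kb median smoothing. Aligner, aligner version and genome build are not stated. A read was counted in each bin it overlaps, and lone reads in the shallowest library mostly fell in 2 or 3 bins. The ChIP-seq files, as deposited by the authors, list 1 aligned read end per line, and their score column holds the aligner's mapping quality, from 1 to 42. No read had a quality of 0, so reads of quality 0 may have been left out before deposition. No input library was used here for the ChIP-seq.

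Origins and centromeres were located without a reference sequence. Each IP profile was divided by its genome-wide mean, the 20 profiles were averaged, and bins of at least 2 times the mean that were the highest within 5 kb on either side became peaks. The rule that a peak be the highest within 5 kb was settled after the profiles were seen. Peaks within 2 kb of the rDNA repeat, or without a full window before a chromosome end, were left out. Centromeres were placed at the middle of the gap between the genes that flank them. These 16 gaps are 630 to 2541 bp long, with a median of 984 bp. The origins named in the text are those the paper names or prints in its panels, both CEN-flanking origins of chromosome X, and the 3 smallest and 3 largest falls among CEN-proximal origins in ctf19∆, and the CENs named are those with the largest and the smallest ChIP-seq difference. This rule was set before the data were examined. Named outside it, after their values were seen, are CEN4, CEN13 and the origin nearest to a centromere. The Fkh-dependent and Fkh1-dependent sets replace published lists that were not used here, and the Fkh-dependent set is tested against ctf19∆ although ctf19∆ libraries helped to define it.

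Window counts of the 20 IP libraries were fitted together with the edgeR (version 4.0.16) quasi-likelihood pipeline, with strain as the only factor and the sum of all bins as library size. Shifts of sets were computed on the log2 of the mean signal in the window relative to the genome-wide mean, with a pseudocount of 0.1, and tested with camera of limma (version 3.58.1) with an estimated correlation, and with fry on values centred on the mean of the other origins in the same library. The Benjamini-Hochberg method was applied over 163 origins, over 17 set tests, over 20 set tests chosen after the data were seen, over 13 comparisons of the rDNA and over 2 ChIP-seq set tests. The share of reads on the rDNA was compared as the log2 ratio of IP to Total per replicate with limma's moderated test. DESeq2 (version 1.42.0) served as an alternative. R was version 4.3.3 and Python 3.11.15, with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. For 2 libraries against 2, values are given without a significance call where no fit pools the spread of other strains.

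The median origin window held between 58 counts in the second IP replicate of fkh1∆ fkh2-dsm and 3114 in the first of fkh1∆. Replicates differ by more than counting noise. The tests were run on simulated counts with the depths of the IP libraries. Each origin had its mean over all strains, and all origins shared 1 dispersion, the median of the fit to all strains. The SD of the log2 signal between replicates was 0.32 in ctf19∆ and 0.15 in WT, so the rates need not hold for these strains. With a 4-fold change at 40 origins, edgeR recovered 100% of them with 4.76% false calls. With only the CEN-proximal origins lowered 4-fold, camera called that set in 20 of 20 simulations. Set calls in the simulations used an unadjusted p under 0.05. In 2 runs of 20 simulations each, for a 2-fold and a 4-fold change, fry made 0 and 1 calls on counts without a change.

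The deletions in the profiles were checked against the gene table. The stretch nearly free of reads in fkh1∆ begins and ends 20 and 35 bp from the ends of FKH1, and that in ctf19∆ 0 and 10 bp from the ends of CTF19, so the coordinates of the gene table fit the files to within a bin at these genes.

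For the ChIP-seq, the 2 ends of a pair were joined by read name into a fragment. Fragments with a span over 1000 bp and those in the rDNA were left out, and a fragment was counted in the window that holds its midpoint. The median span was 245 and 244 bp for Dbf4 and 283 and 251 bp for Dbf4-Zn*1. The summit of the ChIP-seq signal lay a median of 292.5 bp from the middle of the gap between genes, and at most 540.0 bp, so a 500-bp window at the middle can miss part of the peak.

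The alternatives set before the data were examined were windows of 1000 and 250 bp, pseudocounts of 0.01 and 0.5, origins with a mean signal of at least 2, all origins within 25 kb of a centromere, other limits for the sets, IP divided by Total in each window, the library size taken from the Total library, TMM over the origin windows, DESeq2, fry, the replicate number as a block, 15 instead of 30 highest origins, no smoothing, height measured from 0, the median bin as the scale of the ChIP-seq, and each replicate left out in turn. Those added after the data were seen were the library size without the rDNA, origins with a mean signal of at least 3, chromosome ends and repeats left out, the median bin subtracted, other CEN windows, a mapping quality of at least 20, distinct fragments, the rDNA share of the IP without division by Total, and sets compared with only the origins in neither set. The flow cytometry, growth and immunoblot data of the paper were not analysed here.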

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

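The comparisons of the Total libraries, of the rDNA and of effects between backgrounds, and the tests of explanations for them, were chosen after the results were seen.

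The Total libraries, which the paper does not report on, carry shifts in the direction of those in the IP. The CEN-proximal origins shifted by -0.36 (log2) in ctf19∆ against WT in the Total libraries, with 29 of 32 origins below the median of the others. The Fkh1-dependent origins shifted by -0.23 in fkh1∆ dbf4-Zn*1 and -0.24 in fkh1∆ dbf4-Zn*2, with 79 and 81 of 91 below the median of the others. Over the 17 set tests of the Total libraries, the direction was that of the IP in 17 of 17. Fry called all but the Fkh-dependent shifts in dbf4-Zn*1 and fkh1∆ and the shift at 25 to 50 kb in ctf19∆. The adjusted p of these by fry was 0.0716, 0.102 and 0.698. Limma's camera called only the 3 shifts given above (adjusted p = 0.0116, 0.0116 and 0.0133 with Benjamini-Hochberg adjustment over the 17 tests). The first 2 kept their call in 13 of 13 alternatives and the third in 12 of 13, being -0.21 compared with only the origins in neither set, an alternative added after the data were seen (adjusted p = 0.0548 by limma's camera, over the alternatives 0.000822 to 0.0548). In both ctf19∆ replicates the difference between CEN-proximal and other origins (-0.29 and -0.23) lay below both WT replicates (0.07 and 0.14), and in both replicates of fkh1∆ dbf4-Zn*1 (-0.21 and -0.20) and fkh1∆ dbf4-Zn*2 (-0.23 and -0.18) the difference between Fkh1-dependent and other origins lay below both replicates of dbf4-Zn*1 (0.02 and 0.03) and dbf4-Zn*2 (0.04 and 0.03). A single deviating Total library is argued against for ctf19∆, since the shift stayed at or below -0.33 with each of the 4 libraries left out in turn. Carry-over of BrdU-rich DNA into the Total libraries and the doubling of early-replicated DNA cannot be told apart. The 90th percentile of origin windows was 1.95 times the median bin on average in the WT Total libraries (1.87 and 2.04), 1.92 and 1.96 in those of ctf19∆, 2.23 and 2.10 in those of fkh1∆ dbf4-Zn*1, 2.21 and 2.30 in those of fkh1∆ dbf4-Zn*2, 3.38 in fkh1∆ fkh2-dsm replicate 2, the shallowest Total library, and 1.52 to 2.07 in the others. Replication alone can reach 2 times, so it does not account for all of the highest windows in the fkh1∆ dbf4-Zn* strains, and whether carry-over or other local differences in coverage do was not tested. The candidate explanation that the Total libraries record the gain in copy number at origins that fired in HU, the biological difference the strains give, stays open for the shifts, though not as the only source of the highest windows.

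The effect of fkh1∆ on the rDNA differs between backgrounds. The share of rDNA in the IP relative to the Total was 0.888 ± 0.0457 in WT and 0.971 ± 0.0186 in fkh1∆ (SD, n = 2), and it was 0.397 ± 0.0207 in dbf4-Zn*1, 0.464 ± 0.00697 in dbf4-Zn*2, 0.777 ± 0.0275 in fkh1∆ dbf4-Zn*1 and 0.830 ± 0.000178 in fkh1∆ dbf4-Zn*2. The effect of fkh1∆ was larger by 0.84 (log2) in dbf4-Zn*1 and by 0.71 in dbf4-Zn*2 than in WT (adjusted p = 0.00580 and 0.0155 by limma with Benjamini-Hochberg adjustment over 13 tests), and both fkh1∆ dbf4-Zn* replicates lay above both replicates of the dbf4-Zn* strain of the same allele. The first kept its call in 10 of 10 alternatives and the second in 9 of 10, being 0.66 without WT replicate 1 (adjusted p = 0.0605 by limma, over the alternatives 0.00392 to 0.0605). A difference in rDNA copy number is argued against, since the Total libraries alone gave 0.057 in dbf4-Zn*1 and -0.05 in dbf4-Zn*2. Strong origins outside the rDNA taking a larger share of the IP library are argued against as well, since relative to the median bin of each library the differences were 1.02 and 1.00. Amounts of unspecific DNA in the IP were not tested. Reads on FKH1 reached 14.4% of the genome-wide mean in the fkh1∆ dbf4-Zn*1 IP libraries and 12.1% in those of fkh1∆ dbf4-Zn*2. Whether DNA with an intact FKH1 gene raised the rDNA share in these strains was not tested either. A change in the activity of rDNA origins that depends on both Fkh1 and the Zn-finger stays open as untested, since the design has no other measure of it.

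The effect of a deletion on single origins differs between backgrounds at many origins. In edgeR, the effect of fkh1∆ differed between dbf4-Zn*1 and WT at 82 of 163 origins (73 higher and 9 lower, 89 at an unadjusted p under 0.05) and between dbf4-Zn*2 and WT at 92 (83 higher and 9 lower, 100 unadjusted). The effect of ctf19∆ differed between fkh1∆ fkh2-dsm and WT at 101 (94 higher and 7 lower, 106 unadjusted). The median differences were 0.57, 0.68 and 0.83 (log2), and 19, 19 and 15 of the 32 CEN-proximal origins were among those called. Scaling to the library total as the whole cause is argued against, since with TMM edgeR called 67 (55 higher and 12 lower), 70 (57 higher and 13 lower) and 28 (17 higher and 11 lower). For ctf19∆ most of the calls were lost under TMM, so scaling could account for a large part there. As sets, the CEN-proximal origins did not differ detectably in these effects relative to the others, with shifts of 0.19, 0.20 and -0.13 and an adjusted p of 0.871 in each by limma's camera with Benjamini-Hochberg adjustment. By fry, the adjusted p was 0.284, 0.176 and 0.0202. These counts were not recomputed with libraries left out. Whether DNA with an intact FKH1 gene in the fkh1∆ dbf4-Zn* libraries contributed to the counts for fkh1∆ was not tested. That an origin close to background has less signal left to lose was not tested, and a dependence of the effect on the other mutation stays open as untested.

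Reads on FKH1 were found in strains labelled fkh1∆. The highest level in a Total library was 5.06% of the genome-wide mean in fkh1∆ dbf4-Zn*1 and 5.43% in fkh1∆ dbf4-Zn*2, and the lowest of the 4 was 3.53%. In the IP libraries the levels were 6.39% to 14.4% and 9.05% to 12.1%. The intact gene itself read below the mean, at 71.9% to 99.2% in the Total libraries of the strains that keep it and 50.6% to 55.7% in the IP libraries of dbf4-Zn*1 and dbf4-Zn*2. Placement of reads from a similar gene is argued against, since the fkh1∆ Total libraries held at most 0.351%. DNA with an intact FKH1 gene in these libraries is a candidate explanation, since at least 89.3% of the bins of the gene carried reads in each of the 4 Total libraries. Whether such DNA came from cells that keep the gene or from reads of other libraries was not tested. The design gives no biological explanation for reads on a deleted gene, and none was tested.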

How the results depend on the processing

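The alternatives listed in the processing summary as set before the data were examined were tried on the 32 main results, together with 9 kinds added after the data were seen, which are named as added below. In 462 alternative values, 409 kept the direction and the side of the threshold or stayed within the replicate spread, 22 crossed to a call, 11 lost a call, 16 moved and 4 reversed. The Fkh1-dependent shifts in fkh1∆ dbf4-Zn*1 (-1.41 to -0.95) and fkh1∆ dbf4-Zn*2 (-1.36 to -0.89) kept their call and direction under every alternative tried, as did the CEN-proximal shift in ctf19∆ (-2.66 to -1.66). The CEN-proximal shifts in fkh1∆ fkh2-dsm (0.70 to 1.52) and fkh1∆ (0.51 to 0.85) and the Fkh-dependent shift in fkh1∆ (-1.14 to -0.62) kept their direction under every alternative and their call under all but the comparison with origins in neither set. The CEN-proximal shifts in dbf4∆C, dbf4-Zn*1, dbf4-Zn*2 and ctf19∆ fkh1∆ fkh2-dsm were negative under every alternative. Whether they were called depended on the set test in all 4, on the division by Total in the first 3, and in dbf4-Zn*2 also on WT replicate 1, without which it was called (-1.02).

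With limma's fry in place of camera, the values are the same and 9 QBU sets crossed the threshold, because fry does not set the change against the scatter of the other origins. They are the CEN-proximal origins in dbf4∆C (-1.14, adjusted p = 2.05e-09, over the alternatives 2.05e-09 to 0.265), dbf4-Zn*1 (-0.90, 1.58e-07, range 1.58e-07 to 0.265), dbf4-Zn*2 (-0.93, 8.62e-08, range 8.62e-08 to 0.265) and ctf19∆ fkh1∆ fkh2-dsm (-0.84, 1.18e-07, range 1.18e-07 to 0.236), the Fkh-dependent origins in dbf4∆C (0.45, 7.22e-05, range 7.22e-05 to 0.608), dbf4-Zn*1 (0.42, 8.16e-05, range 8.16e-05 to 0.393), dbf4-Zn*2 (0.47, 3.17e-05, range 3.17e-05 to 0.329) and ctf19∆ (0.63, 3.08e-06, range 3.08e-06 to 0.310), and the origins at 25 to 50 kb in ctf19∆ (-0.22, 0.00530, range 0.00530 to 0.787), all Benjamini-Hochberg adjusted. The ChIP-seq difference at CENs was called by fry as well (-0.85, adjusted p = 0.0405, range 0.0405 to 0.540).

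With the IP signal divided by the Total signal in each window, limma's camera called the CEN-proximal shifts in dbf4∆C (-0.90, adjusted p = 0.0245), dbf4-Zn*1 (-0.71, 0.0373) and dbf4-Zn*2 (-0.73, 0.0245), within the ranges given above. The division also reversed the small difference between the CEN-proximal effects of ctf19∆ in fkh1∆ fkh2-dsm and in WT, from -0.13 to 0.021, and subtracting the library's median bin, an added alternative, turned it to 0.25. The cause was not tested.

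The other origins of a set include those of the other sets, so a fall of one set raises the shift of another. Compared with only the origins in neither set (85, and 40 for the Fkh1-dependent set), an added alternative, limma's camera lost the CEN-proximal calls in fkh1∆ fkh2-dsm (0.70, adjusted p = 0.0822), fkh1∆ (0.51, 0.0743), fkh1∆ dbf4-Zn*1 (0.78, 0.0731) and fkh1∆ dbf4-Zn*2 (0.81, 0.0661) and the Fkh-dependent call in fkh1∆ (-0.71, 0.0743), each the highest adjusted p over the alternatives. The lowest were 5.18e-10, 7.15e-08, 3.42e-08, 2.97e-08 and 4.66e-07. The Fkh-dependent shifts that camera had not called became 0.15 in dbf4∆C, 0.20 in dbf4-Zn*1, 0.24 in dbf4-Zn*2 and 0.08 in ctf19∆, and the CEN-proximal shift in ctf19∆ fkh1∆ fkh2-dsm became -1.58, where the origins in neither set are partly selected on that strain. The CEN-proximal shift in ctf19∆ (-2.02) and the Fkh1-dependent shifts in fkh1∆ dbf4-Zn*1 (-1.11) and fkh1∆ dbf4-Zn*2 (-1.04) kept their calls. In the Total libraries the Fkh1-dependent shift in fkh1∆ dbf4-Zn*2 lost its call (-0.21, adjusted p = 0.0548 by limma, over the alternatives 0.000822 to 0.0548).

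Other definitions of the sets and windows changed calls near the threshold. For the Fkh-dependent set at -0.5, limma's camera called the shifts in dbf4-Zn*1 (0.68, adjusted p = 0.0297), dbf4-Zn*2 (0.68, 0.0246) and ctf19∆ (0.79, 0.0246). The shift of this set in ctf19∆ was also called with origins of mean at least 2 (0.66, 0.0348), origins of mean at least 3 (0.80, 0.0231, an added alternative) and a pseudocount of 0.01 (0.67, 0.0432). With 1000-bp windows, limma's camera lost the CEN-proximal calls in fkh1∆ dbf4-Zn*1 (0.95) and fkh1∆ dbf4-Zn*2 (0.96), both at an adjusted p of 0.0609, where the alternatives run from 3.42e-08 to 0.0731 and from 2.97e-08 to 0.0661. A pseudocount of 0.5 lost the first of them (0.82, adjusted p = 0.0551 by limma). Origins of mean at least 3 reversed the shift of origins at 25 to 50 kb in ctf19∆ to 0.023, and to 0.071 in the Total libraries. Leaving out chromosome ends and repeats, an added alternative, reversed the Fkh-dependent shift of the Total libraries in dbf4-Zn*1 to -0.0066. With 1000-bp windows the weak CEN-proximal origin at 142951 to 143450 on chromosome VI reversed in ctf19∆ to -0.023, and with 250-bp windows CEN2 reversed to 0.20. The cause was not tested for these.

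The number of origins changed depends on the scaling. With the library size taken from the Total library, edgeR called 0 origins in dbf4∆C, 0 in dbf4-Zn*1, 0 in dbf4-Zn*2, 0 in ctf19∆, 2 in fkh1∆ fkh2-dsm, 0 in ctf19∆ fkh1∆ fkh2-dsm and 1 in fkh1∆, with 18, 15, 15, 15, 14, 15 and 6 at an unadjusted p under 0.05, where TMM with edgeR called 103, 105, 108, 57, 128, 127 and 83 and DESeq2 115, 105, 115, 73, 125, 127 and 90. The library total had given 161, 133, 136, 117, 122, 141 and 112. The ratio of the IP to the Total sum of counts differs between replicates (5952588 to 9857420 and 972119 to 10216831 in WT), and this setting adds that difference to the spread between replicates. TMM and DESeq2 are built to set the typical origin near no change, so a fall at most origins is turned into falls and rises. TMM did so only in part in ctf19∆ fkh1∆ fkh2-dsm, where the median log2 fold change was -0.58, against -0.04 with DESeq2. For fkh1∆ dbf4-Zn*1 and fkh1∆ dbf4-Zn*2 against the dbf4-Zn* strains, TMM moved the median from -0.02 and 0.07 to 0.46 and 0.45.

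Moving the typical origin towards no change reverses single CEN-proximal origins that fell less than the typical origin. In dbf4-Zn*1 and dbf4-Zn*2 the log2 fold changes became, with TMM, 0.60 and 0.59 at 254101 to 254600 on chromosome II, 0.68 and 0.44 at 142951 to 143450 and 0.73 and 0.60 at 167151 to 167650 on chromosome VI, and 0.67 and 0.58 at 416601 to 417100 on chromosome X. With DESeq2 they became 0.92 and 0.84, 0.99 and 0.69, 1.05 and 0.86, and 0.99 and 0.84 at these 4 origins, and 0.15 and 0.090 at 147001 to 147500 on chromosome I. In dbf4∆C the left and right CEN-flanking origins of chromosome X became 0.37 and 0.23 with TMM and 0.65 and 0.51 with DESeq2. With DESeq2, the origin on chromosome II and the second one on chromosome VI became 0.071 and 0.14 in ctf19∆, and the left origin of chromosome X became 0.11 in fkh1∆ fkh2-dsm. At ARS1506.5, fkh1∆ dbf4-Zn*1 against dbf4-Zn*1 became 0.41 with TMM, 0.39 with the library size of the Total library, 0.079 with DESeq2 and 0.0047 with the library size without the rDNA, an added alternative. The rDNA share in ctf19∆ reversed to -0.13 without division by Total, also added.

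Without smoothing, the width difference from WT was -1088 bp in dbf4∆C, 1100 bp in dbf4-Zn*1 and 925 bp in dbf4-Zn*2, the last 2 within the SD between replicates of these strains (1432 and 1008 bp), and with height measured from 0 it was 24600 bp in dbf4∆C and 5675 bp in dbf4-Zn*2. For the 15 highest origins the difference in share of signal was 9.68 percentage points in dbf4-Zn*1 and 9.24 in dbf4-Zn*2. A smaller number of origins holds a smaller share by construction, and the cause of the other changes was not tested.

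Leaving out 1 library leaves a group with 1 sample, which is then assumed to vary like the other groups. The CEN-proximal shift in dbf4-Zn*2 ranged from -1.02 to -0.84 and was called without WT replicate 1 (-1.02, adjusted p = 0.0399 by limma). The Fkh-dependent shift in ctf19∆ ranged from 0.54 to 0.73 and was called without ctf19∆ replicate 1 (0.73, adjusted p = 0.0373 by limma) and without WT replicate 2 (0.66, 0.0268). The CEN-proximal shift in fkh1∆ dbf4-Zn*1 ranged from 0.93 to 0.97 and lost its call without dbf4-Zn*1 replicate 1 (0.97, adjusted p = 0.0508 by limma) and without replicate 2 (0.93, 0.0530). The CEN-proximal ChIP-seq difference ranged from -0.058 to 0.056, being 0.056 without Dbf4 replicate 1 and 0.01 without Dbf4-Zn*1 replicate 1. At 142951 to 143450 on chromosome VI the change in ctf19∆ ranged from -0.10 to 0.36, being -0.04 without WT replicate 1 and -0.10 without ctf19∆ replicate 2. At ARS1506.5 the change in fkh1∆ dbf4-Zn*1 ranged from -0.24 to 0.11, being 0.11 without dbf4-Zn*1 replicate 2 and 0.02 without fkh1∆ dbf4-Zn*1 replicate 1. CEN2 ranged from -0.59 to 0.017, the latter without Dbf4 replicate 1, and CEN12 was not called without Dbf4-Zn*1 replicate 1 (-0.95) or 2 (-1.35).

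The strains share replicate numbers. Deviations of same-numbered IP libraries from their strain means correlated with a median r of -0.02 over 45 pairs of strains, with 8 pairs over 0.1, so the numbers were not taken to pair the samples. That correlation cannot see a difference in the scale of whole libraries. The ratio of IP to Total counts was far higher in replicate 1 of WT, fkh1∆, dbf4∆C, dbf4-Zn*1, dbf4-Zn*2 and ctf19∆. It was lower in replicate 1 of fkh1∆ fkh2-dsm and differed less in the other strains. The block was not combined with the library size of the Total library. With the replicate number as a block, the CEN-proximal shift in fkh1∆ dbf4-Zn*1 (0.95) had an adjusted p of 0.0566 by limma's camera (over the alternatives 3.42e-08 to 0.0731), and the block changed no other call among the main results.

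The pseudocount alternatives were not run on the tests of single origins, which use counts. Depth limits the weakest windows most. The shallowest library, fkh1∆ fkh2-dsm IP replicate 2, has a window with 0 counts, and with a median of 31.5 fragments per origin window in the ChIP-seq a change at a single origin has to be large to be called.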

Differences from the paper's values

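A Welch t-test across CEN windows follows the paper's own tests and is not among the alternatives listed in the processing summary. No other test in this part was chosen to close a gap with the paper, and settings added after the data were seen are named as such. The paper's tests took origins as replicates (two-tailed t-tests across origins), while those here, that t-test aside, took libraries. The origins here are 163 peaks in place of the published lists, so the groups of origins are not the paper's own.

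The median signal of CEN-proximal origins relative to WT was lower here than the paper's in 6 strains. The paper's values were scale-normalized across strains in a way its text does not describe, and those here are relative to each library's genome-wide mean, so the scales may not be the same although both are taken relative to WT. For dbf4-Zn*1 the paper shows about 0.39 in Fig. 3C, read by eye, and the value here was 0.223 ± 0.0142 (SD of the 2 replicates, as for the other values here). For dbf4-Zn*2 the paper shows about 0.41 (Fig. 3C, read by eye) against 0.248 ± 0.00147 here, for ctf19∆ about 0.21 (Fig. 3C) against 0.110 ± 0.0196, and for ctf19∆ fkh1∆ fkh2-dsm about 0.29 (Fig. 3C) against 0.166 ± 0.0121. For fkh1∆ dbf4-Zn*1 the paper shows about 0.55 (Fig. 4C, read by eye) against 0.337 ± 0.0136 here, and for fkh1∆ dbf4-Zn*2 about 0.59 (Fig. 4C) against 0.344 ± 0.0197. Of the alternatives set before the data were examined, dividing the IP by the Total signal in each window brought all 6 within 1.5 times of the paper's value, the limit used here for a difference, with 0.391, 0.384, 0.175, 0.258, 0.393 and 0.419 in the order above, although both fkh1∆ dbf4-Zn* values remain below the paper's. TMM over the origin windows brought 4 within that limit (0.411, 0.457, 0.164 and 0.302). In fkh1∆ dbf4-Zn*2 it gave 0.828, which is within the limit but lies above the paper's value by about the difference by which the value here lay below it, and in fkh1∆ dbf4-Zn*1 it gave 0.861, outside the limit. TMM also opened a gap in dbf4∆C (0.295) and fkh1∆ fkh2-dsm (1.78), where the value here of 0.0539 and 0.916 did not differ from the paper's. The values stayed outside the limit in all 6 with 1000-bp windows, with origins of mean at least 2, with all origins within 25 kb of a centromere and with each replicate of the strain or of WT left out.

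The paper's text states that Dbf4 was enriched at CEN-proximal origins in the ChIP-seq. The median over these 32 origins was 0.725 times the genome-wide mean here, below the 0.852 of the 131 other origins. The paper's plot goes with the value here, since relative to the median of all origins it shows about 0.83 in Fig. 5, read by eye, against 0.850 here. The enrichment at CENs, with a median of 2.12 times the mean, goes with the paper's statement.

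The paper calls the reduction of Dbf4-Zn*1 at CENs. The difference relative to the other origins was -0.85 (log2) here, and limma's camera did not call it (adjusted p = 0.111 after Benjamini-Hochberg adjustment), although the signal was lower at 16 of 16 CENs and edgeR called 10 of them. Limma's fry, set before the data were examined, called the set (adjusted p = 0.0405, over the alternatives 0.0405 to 0.540). A two-sided Welch t-test across the 16 CEN windows, which takes windows as replicates as the paper's t-tests do, gave an unadjusted p of 0.00453 and goes with the paper's statement.

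The paper reports lower activity at CEN-proximal origins in dbf4∆C, dbf4-Zn*1 and dbf4-Zn*2. As sets relative to other origins these were not called by limma's camera (-1.14, -0.90 and -0.93), while fry and the division of IP by Total called all 3. Without WT replicate 1 the shift in dbf4-Zn*2 was -1.02. The fall itself was called by edgeR with the library total at 32, 27 and 28 of 32 single origins. With TMM, edgeR called 23, 22 and 23 lower and 3, 6 and 5 higher. DESeq2 called 20, 16 and 21 lower and 5, 7 and 6 higher. With the library size of the Total library edgeR called 0 in each.

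The paper describes a higher density of active origins in ctf19∆ fkh1∆ fkh2-dsm than in dbf4-Zn*. At 2 times the genome-wide mean, 114 and 116 origins were active in its replicates, against 117 and 122 in dbf4-Zn*1 and 118 and 120 in dbf4-Zn*2. At 5 times the mean the counts were 68 and 70, against 69 and 71, and 68 and 70, and at 10 times 23 and 17, against 37 and 39, and 35 and 36, and the median over all 163 origins was 4.37 times the mean, against 3.89 and 4.37. The median at origins in neither set was higher in ctf19∆ fkh1∆ fkh2-dsm (6.49 against 3.45 and 3.74), but its definition leaves out origins at least 2-fold lower in that strain than in ctf19∆, so its high median is partly fixed by the selection. The 163 origins are peaks of the average over all IP libraries, so origins active mainly in that strain can be missed. Their windows held 3.53% and 3.25% of its IP counts, against 4.12% and 4.38% in dbf4-Zn*1 and 4.08% and 4.24% in dbf4-Zn*2. Signals relative to a library's mean are shares, so these values do not test the paper's statement on density.

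The paper describes the strongest origins of dbf4-Zn* as mostly Fkh-activated. Of the 30 highest origins, 9 and 8 were Fkh-dependent in the replicates of dbf4-Zn*1 and 9 and 8 in those of dbf4-Zn*2, against 9 and 7 in WT, by a set that is smaller than the published list. The shift of this set in dbf4-Zn*1 and dbf4-Zn*2 was upward (0.42 and 0.47), called by limma's fry and not by camera. With a limit of -0.5 in the definition of the set, an alternative set before the data were examined, it was 0.68 and 0.68 and camera called both, which goes with the paper's statement. Both of these are relative to other origins that include the CEN-proximal ones that fell. The shift was 0.20 and 0.24 compared with only the origins in neither set, an alternative chosen after the data were seen.

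The paper describes most of the active origins left in dbf4∆C as Fkh-activated. Of the 30 highest origins, 10 and 16 were Fkh-dependent in its replicates, against 9 and 7 in WT, by the same smaller set. The shift of this set in dbf4∆C was upward (0.45), called by limma's fry and not by camera, and it was 0.15 compared with only the origins in neither set.

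The paper describes ctf19∆ as like WT apart from the CEN-proximal origins. With the library total as library size, edgeR called 117 origins changed after Benjamini-Hochberg adjustment, 31 of them CEN-proximal and lower. With TMM, set before the data were examined, it called 57, 44 lower with 27 of them CEN-proximal, and 13 higher with 1 of them CEN-proximal. The lower calls go with the paper's statement, while the higher ones lay almost all outside the CEN-proximal set. DESeq2, also set before the data were examined, called 73, 31 lower with 24 of them CEN-proximal, and 42 higher with 1 of them CEN-proximal, so more of its calls lay outside the CEN-proximal set. The larger CEN-proximal fall goes with the paper's statement (mean log2 fold change of -2.70 against -0.65).

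The paper gives Dbf4-Zn*1 a reduced, though not significantly reduced, enrichment at CEN-proximal origins. The median there was 0.786 times the genome-wide mean for Dbf4-Zn*1 and 0.725 for Dbf4, and the signal was lower for Dbf4-Zn*1 at 11 of 32 origins. Relative to the other origins the difference was -0.00080 (log2), and its direction changed when Dbf4 replicate 1 (0.056) or Dbf4-Zn*1 replicate 1 (0.010) was left out.

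The paper states that deletion of FKH1 raises the activity of CEN-proximal origins in particular, although its table of tests has no significant difference there. As a share of the library, the mean log2 fold change of these origins was -0.07 in fkh1∆ and -0.04 in fkh1∆ fkh2-dsm, and edgeR called 4 lower and 1 higher in fkh1∆. Relative to the other origins the shift was 0.76 and 1.34, which goes with the statement, although compared with only the origins in neither set, an alternative chosen after the data were seen, it was 0.51 and 0.70 and limma's camera called neither, and with TMM edgeR called 24 higher in fkh1∆ and none lower, and DESeq2 28 higher and none lower.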

Other observations

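The tests of distance and of the rDNA were chosen after the results were seen.

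The fall of the 32 CEN-proximal origins in ctf19∆ was related to their distance from the centromere. The log2 fold change rose with distance, with a Spearman's rho of 0.58 (permutation p = 0.00069, adjusted p = 0.00207 by the Benjamini-Hochberg method over 3 relations, scipy, 100000 permutations) and a Pearson's r of 0.57, which stayed at 0.57 without the 2 farthest origins. The median log2 fold change was -4.40 at the 15 origins within 10 kb and -1.91 at those beyond. In dbf4-Zn*1 and dbf4-Zn*2 no relation was detected, with a rho of -0.032 (permutation p = 0.861) and -0.024 (permutation p = 0.896), both at an adjusted p of 0.896, and a Pearson's r of -0.02 and 0.03 (0.08 and 0.12 without the 2 farthest). Whether distance matters in these strains cannot be told apart from its absence with 32 origins, and the difference between the correlations in ctf19∆ and dbf4-Zn* was not tested. Origins are not independent replicates, and the signals come from 2 libraries per strain. The hypothesis that the effect of Ctf19 declines with distance may fit these values in ctf19∆. Depth, normalization and the approach of signals in ctf19∆ to background were not tested as explanations.

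The rDNA share of the IP relative to the Total was also compared with WT, by limma with Benjamini-Hochberg adjustment over 13 tests. It was lower in dbf4-Zn*1 (log2 difference -1.16, adjusted p = 6.51e-05, over the alternatives 2.62e-06 to 0.00121), dbf4-Zn*2 (-0.93, adjusted p = 0.000240, over the alternatives 7.75e-05 to 0.00430), dbf4∆C (0.533 ± 0.0226, SD, n = 2; -0.74, adjusted p = 0.00120, over the alternatives 2.62e-06 to 0.0172) and fkh1∆ fkh2-dsm (0.506 ± 0.00297; -0.81, adjusted p = 0.000596, over the alternatives 0.000136 to 0.0105), in 6 of 6 alternatives each. In ctf19∆ fkh1∆ fkh2-dsm (0.652 ± 0.0191; -0.44, adjusted p = 0.0273, over the alternatives 0.000176 to 0.142) it was called in 3 of 6 alternatives, and not without WT replicate 1 (-0.39), WT replicate 2 (-0.50) or ctf19∆ fkh1∆ fkh2-dsm replicate 2 (-0.41). In fkh1∆ no difference was detected (0.13, adjusted p = 0.496, over the alternatives 0.462 to 0.826). In ctf19∆ (1.03 ± 0.0245) no difference was detected (0.22, adjusted p = 0.254, over the alternatives 0.266 to 0.539), and the sign reversed to -0.13 without division by Total, an added alternative. No explanation was tested for these values.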
